# Macrophage secretion of miR-106b-5p causes renin-dependent hypertension

**DOI:** 10.1038/s41467-020-18538-x

**Published:** 2020-09-23

**Authors:** J. Oh, S. J. Matkovich, A. E. Riek, S. M. Bindom, J. S. Shao, R. D. Head, R. A. Barve, M. S. Sands, G. Carmeliet, P. Osei-Owusu, R. H. Knutsen, H. Zhang, K. J. Blumer, C. G. Nichols, R. P. Mecham, Á Baldán, B. A. Benitez, M. L. Sequeira-Lopez, R. A. Gomez, C. Bernal-Mizrachi

**Keywords:** Biological sciences, Hypertension

## Abstract

Myeloid cells are known mediators of hypertension, but their role in initiating renin-induced hypertension has not been studied. Vitamin D deficiency causes pro-inflammatory macrophage infiltration in metabolic tissues and is linked to renin-mediated hypertension. We tested the hypothesis that impaired vitamin D signaling in macrophages causes hypertension using conditional knockout of the myeloid vitamin D receptor in mice (KODMAC). These mice develop renin-dependent hypertension due to macrophage infiltration of the vasculature and direct activation of renal juxtaglomerular (JG) cell renin production. Induction of endoplasmic reticulum stress in knockout macrophages increases miR-106b-5p secretion, which stimulates JG cell renin production via repression of transcription factors E2f1 and Pde3b. Moreover, in wild-type recipient mice of KODMAC/miR106b^−/−^ bone marrow, knockout of miR-106b-5p prevents the hypertension and JG cell renin production induced by KODMAC macrophages, suggesting myeloid-specific, miR-106b-5p-dependent effects. These findings confirm macrophage miR-106b-5p secretion from impaired vitamin D receptor signaling causes inflammation-induced hypertension.

## Abstract (web summary)

Myeloid cells are involved in hypertension, but their exact role in renin-induced hypertension remains unclear. Here the authors show that impaired vitamin D signaling in myeloid cells causes hypertension via macrophage-specific miR-106b-5p secretion, which activates renin production in the kidney.

## Introduction

Hypertension is the most common cardiovascular risk factor and a major contributor to cardiovascular morbidity and mortality^1^. As the cellular and molecular mechanisms of hypertension and inflammation are more clearly defined, it is apparent that these processes are interrelated. Overactivation of the renin–angiotensin system (RAS) creates a cycle of pro-inflammatory macrophage accumulation and stimulation of oxidative stress in the vasculature, resulting in nitric oxide scavenging, low renal blood flow, and subsequently increased renin secretion from the juxtaglomerular apparatus^2^. Conversely, the absence of the monocyte lineage prevents angiotensin II-induced hypertension in mice^3^. Transplantation of wild-type (WT) bone marrow macrophages restores hypertensive responses to angiotensin II in these mice, suggesting that innate immune cells are necessary mediators in the development of hypertension^4^. However, immune cells have never been shown to directly initiate renin-induced hypertension. Observational studies link vitamin D deficiency to the development of hypertension^5^. Mendelian randomization analysis suggests a causal association between increased 25-hydroxyvitamin D [25(OH)D] concentrations and reduced blood pressure and hypertension risk^6^. However, randomized controlled trials have yielded mixed results, likely due to small study size, variable treatment regimens, and inclusion of participants with normal vitamin D levels or antihypertensive medications^7^. In mice, germline vitamin D receptor (VDR) knockouts exhibit hypertension and cardiac hypertrophy due to upregulation of renin promoter activity and RAS activation^8^. The VDR is expressed in myeloid cells and B and T lymphocytes^9^. VDR activation prevents IFNγ-, LPS-, and CD40L-induced monocyte production of pro-inflammatory cytokines known to induce vascular inflammation^10–12^. *Vdr* deletion promotes a pro-inflammatory macrophage phenotype, with increased adhesion and migration into the vasculature causing atherosclerosis progression^13,14^. In this study, we show that vitamin D-mediated ER stress and subsequent miR-106b-5p secretion from macrophages is sufficient to cause hypertension.

## Results

### Myeloid-specific *Vdr* deletion induces hypertension

To begin to determine the role of macrophages in the hypertensive phenotype resulting from vitamin D deficiency, we generated myeloid cells lacking VDR (KODMAC) by crossing *Vdr*^fl/fl^ mice with lysosome-M-promoter-driven Cre mice (*Lyz2Cre*) in the *Ldlr*^*−/−*^ background (a model of diet-induced metabolic syndrome), and compared them to *Vdr*^fl/fl^*Ldlr*^*−*/−^ littermates (control). At 8 weeks, chow-fed KODMAC mice showed increased mean arterial blood pressure by 24-h telemetry in both genders (Fig. 1a), with significant differences in both systolic and diastolic blood pressure (SBP and DBP) that persisted for at least 1 year (Supplementary Fig. 1a, b). KODMAC mice in the ApoE^−/−^ or C57BL6 backgrounds showed similar results (Supplementary Fig. 1c, d). KODMAC mice also had 30% higher plasma renin and lower urinary sodium (Fig. 1b and Supplementary Fig. 1e), indicating increased RAS activation. Assessment of the distal thoracic aorta of 12-week-old, chow-fed KODMAC mice revealed increased vascular macrophage infiltration (Fig. 1c and Supplementary Fig. 1f, g), as well as increased reactive oxygen species formation capable of scavenging nitric oxide in the vessel wall, shown by increased dihydroethidium staining (Fig. 1d), higher NADPH-mediated detection of ROS (Fig. 1e), and lack of BP response to the NO synthase inhibitor L-NAME (Fig. 1f). These events resulted in decreased renal perfusion (Fig. 1g). Lethally irradiated KODMAC mice transplanted with bone marrow from other KODMAC (KOD→KOD) or control mice (Con→KOD) demonstrated that restoration of myeloid VDR could prevent hypertension, with 20–28 mmHg lower BP (Fig. 1h) and a 36% reduction in plasma renin (Fig. 1i) after 8 weeks in Con→KOD mice compared to KOD→KOD mice. Conversely, control mice transplanted with bone marrow from KODMAC mice KOD→Con had an ~18 mmHg increase in BP compared to (Con→Con) controls (Fig. 1h), with threefold-increased plasma renin (Fig. 1i). These data demonstrate that loss of myeloid VDR signaling causes renin-mediated hypertension.

**Fig. 1:**
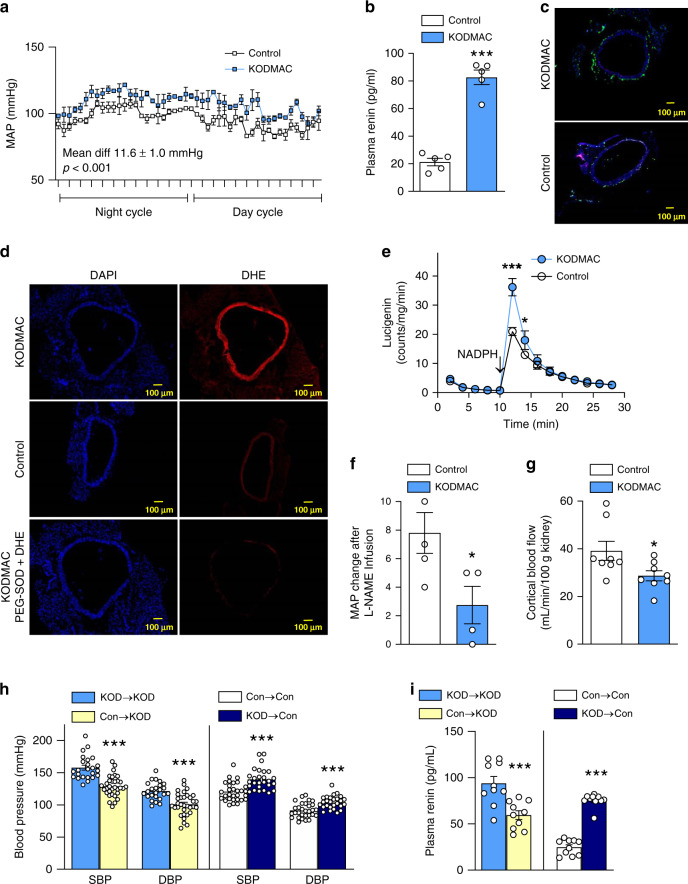
Myeloid *Vdr* deletion induces hypertension by increasing vascular ROS. In 8-week-old KODMAC (light-blue bar) or control mice (white bar): **a** invasive mean arterial BP (*n* = 3/group), **b** plasma renin (*n* = 5/group), distal thoracic aortic assessment of (**c**) MOMA staining (green, DAPI = blue) (representative of four/group, scale bars: 100 µm), **d** DHE staining (red, DAPI = blue) in the presence or absence of PEG-superoxide dismutase (representative of four/group, scale bars: 100 µm), **e** NADPH-stimulated lucigenin-enhanced chemiluminescence (*n* = 4/group), **f** increase in mean arterial blood pressure (MAP) with L-NAME (*n* = 5 Con/4 KOD), and **g** renal cortical blood flow (*n* = 8/group). Irradiated KODMAC mice transplanted with BM from KODMAC (KOD→KOD) (light-blue bar) or control (Con→KOD) (yellow bar) and irradiated control mice transplanted with BM from KODMAC (KOD→Con) (dark-blue bar) or control (Con→Con) (white bar). **h** Noninvasive BP (*n* = 24–33/group) and **i** plasma renin (*n* = 5/group). Data presented as mean ± SEM from (**a**) mixed model analysis, (**b**–**g**) Student’s two-tailed unpaired *t* test with *P < 0.05, ***P < 0.001 vs. control, and (**h**, **i**) Student’s two-tailed unpaired *t* test with ***P < 0.001 vs. matched donor/recipient control transplant.

### Macrophage miR-106b-5p secretion induces renin production

Previous studies in spontaneous models of hypertension show renal interstitial infiltration of macrophages and lymphocytes prior to the development of hypertension, suggesting that immune cells may be responsible for hypertension^15^. Serial cryosections of KODMAC compared to control littermate kidneys stained with macrophage-specific antibodies (MOMA) (Fig. 2a) that were confirmed by flow cytometry (Supplementary Fig. 2a, b) showed increased macrophages that were adjacent to juxtaglomerular (JG) cells (Fig. 2b). To investigate whether JG-localized macrophages could increase renin production directly, we cocultured KODMAC macrophages with engineered JG cells expressing YFP under control of the renin promoter (Ren1^c^-YFP)^16,17^. Both KODMAC macrophages and KODMAC media alone were capable of inducing renin production in JG cells as shown by immunofluorescence (Fig. 2c and Supplementary Fig. 2c), as well as renin mRNA expression and secretion compared to control (Supplementary Fig. 2d–g), suggesting that a factor secreted from KODMAC macrophages activates JG cells. Previous studies indicate that locally produced TNFα and IL-1β may play an important paracrine role in the regulation of the RAS^18^. While media from unstimulated KODMAC macrophages had triple the TNFα levels of control media (Fig. 2d), adding anti-TNFα antibody to KODMAC media during coculture with JG cells did not significantly reduce renin production, suggesting an alternate mechanism of RAS stimulation (Fig. 2e).

**Fig. 2:**
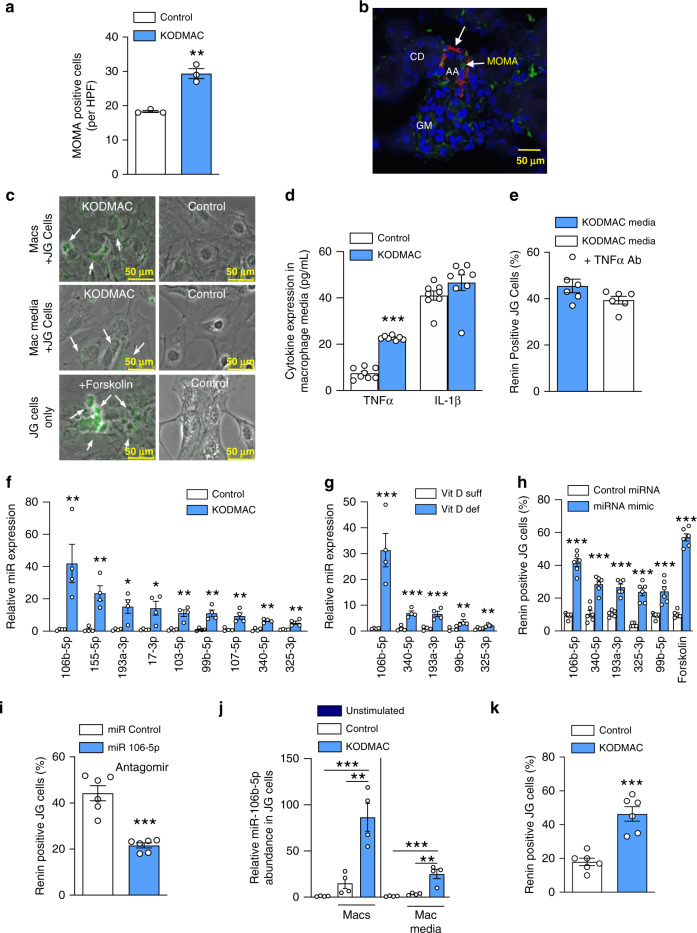
KODMAC macrophage miR-106b-5p secretion induces JG cell renin production. **a** MOMA-positive cells per high-power field (HPF) in the kidney of KODMAC (light-blue bar) or control mice (white bar) (*n* = 3/group). **b** Confocal microscopy of JG apparatus in KODMAC mice with staining for renin (red), macrophages (green, MOMA-2), and merge (yellow) showing an afferent artery (AA), collecting duct (CD), and glomerulus (GM) (scale bars: 50 µm) (representative of *n* = 5). **c** Renin-positive (YFP-labeled Ren^1*c*^) JG cells (renin expression = green) cocultured with KODMAC or control macrophages or their media (forskolin = positive control) (representative of 6/group, scale bars: 50 µm). **d** Peritoneal macrophage media cytokine secretion from KODMAC or control mice (*n* = 8/group). **e** Renin-positive JG cells after culture with KODMAC macrophage media with or without anti-TNFα antibody (*n* = 6/group). Relative miRNA expression from (**f**) KODMAC or control peritoneal macrophage media exosomes (*n* = 4/group) and **g** vitamin D-deficient or -sufficient peritoneal macrophage media exosomes (*n* = 4/group). **h** Renin-positive JG cells after transfection with miRNA mimics (*n* = 6/group). **i** Renin-positive JG cells after transfection with miR-106b-5p antagomir or miR control and exposed to KODMAC macrophage media (*n* = 6/group). **j** miR-106b-5p abundance in JG cells before and after coculture with KODMAC or control peritoneal macrophages or their media (*n* = 4/group). **k** Renin positivity in JG cells transfected with pre-miR-106b siRNA, then cocultured with KODMAC or control macrophage media (*n* = 6/group). Data expressed as mean ± SEM from (**a**–**h**, **i**, **k**) Student’s two-tailed unpaired *t* test with **P < 0.01, ***P < 0.001 vs. control or vitamin D-sufficient and **j** one-way ANOVA with Tukey’s post hoc test with **P < 0.01, ***P < 0.001.

Recently, the discovery of circulating extracellular microRNAs (miRNAs) has suggested a role for miRNAs as intercellular signaling mediators^19^. Unbiased miRNA expression analyses using media from KODMAC or control peritoneal macrophages identified 361 differentially expressed miRNAs with *P* < 0.05 (Supplementary Fig. 3a, Supplementary Data 1, NCBI GEO repository number GSE 155511). We selected 12 upregulated miRNAs for secondary validation based on prior literature reports of involvement and/or association with diabetes, hypertension, and endothelial function. We then isolated exosomes, verified their purity, and confirmed by qPCR that in nine of these miRNAs, the more abundant product was increased in those from KODMAC media (Fig. 2f and Supplementary Fig. 3b, c). Of these nine miRNAs, five were also increased in media of macrophages from dietary vitamin D-deficient mice compared to vitamin D-sufficient mice (Fig. 2g), with miR-106b-5p being the most differentially secreted. To clarify whether any of these macrophage miRNAs were increasing JG cell renin production and release, we transfected Ren1^c^-YFP JG cells with mimics of the miRNAs of interest (106b-5p, 340-5p, 193a-3p, 99b-5p, and 325-3p) or miRNA control. We found that all transfected JG cells had high mRNA abundance (Supplementary Fig. 4a), but miR-106b-5p-mimic-transfected cells had fourfold higher renin production compared to cells transfected with nontargeting control, and had higher renin production and secretion compared to all other mimic-transfected cells (Fig. 2h and Supplementary Fig. 4b). Conversely, transfection of Ren1^c^-YFP JG cells with miR-106b-5p antagomir suppressed renin production induced by KODMAC peritoneal macrophage media, confirming the regulatory role of miR-106b-5p in JG cell renin production (Fig. 2i). Ren1^c^-YFP JG cells expressed little miR-106b-5p at the baseline, but after exposure to KODMAC peritoneal macrophages or their media for 72 h, exhibited a fivefold increase in miR-106b-5p abundance compared to control exposure, suggesting that JG cells take up secreted macrophage miR-106b-5p (Fig. 2j). To confirm that macrophage-secreted miR-106b-5p was the source of increased miR-106b-5p in JG cells, we proactively silenced endogenous miR-106b in Ren1^c^-YFP JG cells by transfection with siRNA against pre-miR-106b, then cocultured these cells with KODMAC or control macrophage media. KODMAC media exposure resulted in significantly increased mature miR-106b-5p abundance and renin production in Ren1^c^-YFP JG cells compared to cells exposed to control media without induction in pre-miR-106b-5p expression (Supplementary Fig. 4c and Fig. 2k). Similarly, KODMAC media increased mature miR-106b-5p abundance in Ren1^c^-YFP JG cells transfected with siRNA control without changes in pre-miR-106b abundance compared to cells exposed to control media. These data imply that macrophages are the source of miR-106b-5p. Furthermore, media from peritoneal macrophages of dietary vitamin D-deficient mice increased JG cell miR-106b-5p abundance and renin production compared to that of vitamin D-sufficient mice (Supplementary Fig. 4d, e), further demonstrating in a more clinically relevant model a significant role for vitamin D-deficient macrophage-derived miR-106b-5p in the stimulation of JG cell renin production.

### Macrophage miR-106b-5p knockout prevents hypertension

To investigate in vivo the role of macrophage miR-106b-5p secretion in the high blood pressure induced by vitamin D deficiency, miR-106b^−/−^ and wild-type littermate mice were fed a vitamin D-deficient or -sufficient chow diet for 10 weeks. As expected, wild-type mice fed a vitamin D-deficient diet had ~10 mmHg higher SBP and DBP compared to wild-type vitamin D-sufficient mice. Importantly, miR-106b knockout prevented the elevation in blood pressure and plasma renin induced by vitamin D deficiency (Fig. 3a and Supplementary Fig. 5a). Media from peritoneal macrophages from vitamin D-deficient miR-106b^−/−^ mice as well as from vitamin D-sufficient miR-106b^+/+^ and wild-type littermate mice demonstrated significantly lower activation of JG cell renin production when compared to macrophage media from wild-type, vitamin D-deficient littermates (Fig. 3b). Bone marrow (BM) transplant from miR-106b^−/−^ mice into hypertensive vitamin D-deficient wild-type mice decreased SBP and DBP and plasma renin, compared to BM transplant from wild-type mice (Fig. 3c, d). To confirm the specificity of miR-106b from KODMAC macrophages as the mechanism inducing high BP and JG cell renin production, we generated double-knockout (KODMAC/miR-106b^−/−^) mice for comparison to KODMAC/miR-106^+/+^ and control *Vdr*^+/+^/miR-106^+/+^ mice and transplanted their BM into WT mice. We found that the absence of miR-106b prevented the SBP and DBP elevation, increased plasma renin, and stimulation of Ren1^c^-YFP JG renin production by KODMAC macrophages, suggesting that KODMAC macrophage secretion of miR-106b-5p increases RAS-dependent hypertension in vivo (Fig. 3e–g).

**Fig. 3:**
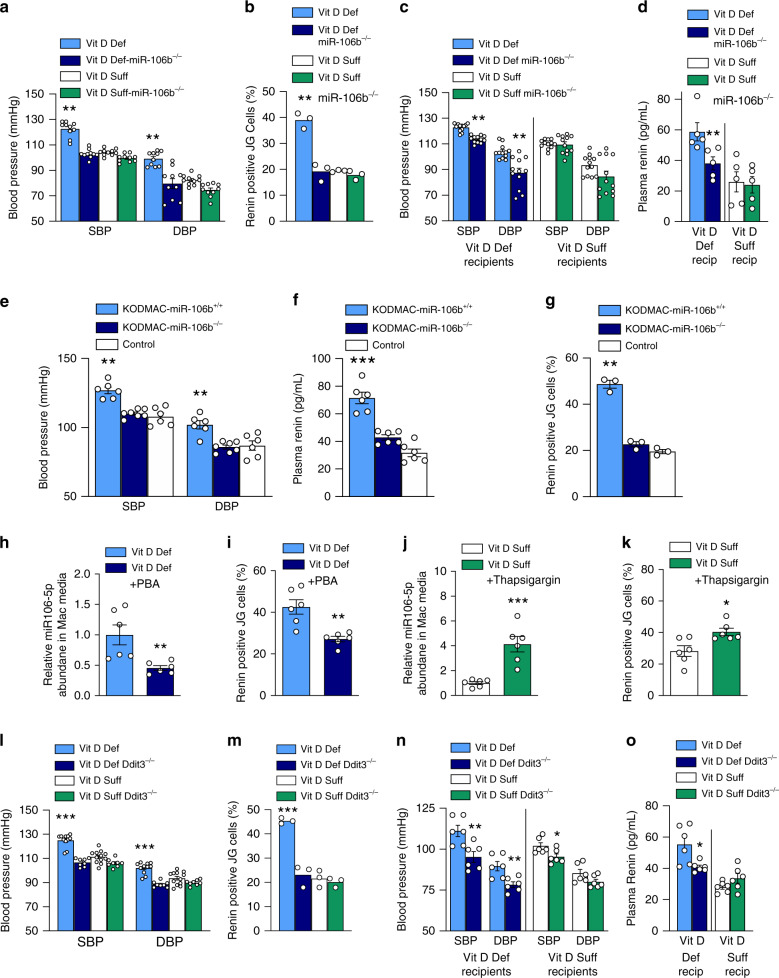
Macrophage ER stress regulates miR-106-5p secretion and BP. In dietary vitamin D-deficient or -sufficient miR-106b^−/−^ or littermates: **a** noninvasive BP (*n* = 10/group) and **b** renin-positive (YFP-labeled Ren^1*c*^) JG cells (*n* = 3/group) after culture with macrophage media. In vitamin D-deficient (light- and dark-blue bars) or -sufficient control mice (white and green bars) transplanted with BM from miR-106b^–/–^ or control mice on matched diet: **c** noninvasive BP (*n* = 12 recip/group) and **d** plasma renin (*n* = 5 recip/group). In wild-type recipients transplanted with BM from KODMAC/miR-106b^−/−^ (light-blue bar), KODMAC/miR-106^+/+^ (dark-blue bar), or control Vdr^+/+^/miR-106^+/+^ mice (white bar): **e** noninvasive BP (*n* = 6/group), **f** plasma renin (*n* = 6/group), and **g** renin-positive JG cells after culture with macrophage media (*n* = 3/group). In JG cells cocultured with media from vitamin D-deficient peritoneal macrophages treated with (dark-blue bar) or without phenylbutyric acid (PBA) (light-blue bar): **h** miR-106b-5p abundance and **i** renin-positive cells (*n* = 6/group). In JG cells cocultured with media from vitamin D-sufficient peritoneal macrophages treated with (green bar) or without thapsigargin (white bar): **j** miR-106b-5p abundance and **k** renin-positive cells (*n* = 6/group). In *Ddit3*^+/+^ or *Ddit3*^−/−^ mice fed vitamin D-deficient and -sufficient diets: **l** noninvasive BP (*n* = 8–11/group), **m** renin-positive JG cells after coculture with their peritoneal macrophage media (*n* = 3/group). In vitamin D-deficient (light- and dark-blue bars) or -sufficient control mice (white and green bars) transplanted with BM from *Ddit3*^−*/*–^ or control mice on matched diet: **n** noninvasive BP (*n* = 6 recip/group) and **o** plasma renin activity (*n* = 6 recip/group). Data expressed as mean ± SEM from (**a**, **b**, **e**–**g**, **l**, **m**) one-way ANOVA with Tukey’s post hoc test with ***P < 0.001 vs. all, (**c**, **d**, **n**, **o**) Student’s two-tailed unpaired *t* test with *P < 0.05, **P < 0.01, ***P < 0.001 vs. matched donor/recipient diet, and (**h**–**k**) Student’s two-tailed unpaired *t* test with *P < 0.05, **P < 0.01, ***P < 0.001 vs. vitamin D-deficient or -sufficient macrophage control media.

### Macrophage ER stress causes miR-106b-5p secretion

Previous studies indicated that vitamin D deficiency or lack of *Vdr* in macrophages increases both PERK and IRE phosphorylation, as well as Chop protein expression by reducing SERCA function^13,20–22^. Converging evidence indicates that ER stress signaling modulates miRNA expression and accelerates exosome formation and release^23,24^. Therefore, we hypothesized that secretion of miR-106-5p by KODMAC macrophages would be regulated by ER stress. Treatment of vitamin D-deficient macrophages with phenylbutyric acid (PBA, a chemical chaperone known to reduce ER stress) reduced miR-106b-5p secretion into the media by more than 65% and decreased media stimulation of JG cell renin production and secretion (Fig. 3h, i and Supplementary Fig. 5b). Conversely, induction of macrophage ER stress by thapsigargin in vitamin D-sufficient control macrophages increased miR-106b-5p secretion by 60%, and media from treated cells increased JG cell renin production and secretion (Fig. 3j, k and Supplementary Fig. 5c). Since PBA is a nonspecific inhibitor of ER stress, we obtained mice with knockout of CHOP (*Ddit3*) and fed them vitamin D-deficient or -sufficient chow diet for 10 weeks. Vitamin D deficiency did not increase SBP or DBP or plasma renin in *Ddit3*^−*/−*^ mice (Fig. 3l and Supplementary Fig. 5d). Moreover, media from vitamin D-deficient peritoneal macrophages from *Ddit3*^*−/−*^ mice as well as from vitamin D-sufficient *Ddit3*^+/+^ and *Ddit3*^−/−^ mice showed reduced stimulation of JG cell renin production and 60% less miR-106b-5p secretion compared to vitamin D-deficient *Ddit3*^+/+^ macrophages (Fig. 3m and Supplementary Fig. 5e). BM transplant from *Ddit3*^−*/*−^ mice into hypertensive vitamin D-deficient *Ddit3*^+/+^ mice decreased SBP, DBP, and plasma renin compared to BM transplant from *Ddit3*^+/+^ mice (Fig. 3n, o), confirming that activation of the ER stress PERK/CHOP pathway by inactivation of macrophage VDR signaling increases miR-106b-5p secretion and renin-dependent hypertension.

### miR-106b-5p activates PPAR and CREB pathways to induce renin

Renin transcription is controlled by multiple factors capable of binding to either or both an upstream enhancer and the proximal promoter region. Among these, peroxisome proliferator-activated receptor (PPAR) and cAMP-response element-binding protein (CREB) family factors have been previously demonstrated to enhance renin transcription^25^. 

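JG cells, the renin-producing cells of the kidney, were transfected with miR-106b or control, and the libraries are described as collected 48 h after transfection. For each transfection, 4 libraries were made from polyA RNA and 4 from RNA immunoprecipitated with Ago2, the protein that holds miRNA-bound mRNA in the RNA-induced silencing complex (RISC). The authors removed ribosomal RNA reads, aligned the 50-base single-end reads to the GRCm38 mouse transcriptome with Tophat2 version 2.1.1 and counted reads on genes with HTSeq version 0.9.1. These raw counts, for 46078 genes, were the values analysed, before any normalization or filter on low counts. Between 2579086 and 9459585 reads per library were counted on genes. The median was 6450099 in polyA control, 3645937.5 in polyA miR-106b, 3638859.5 in Ago2-IP control and 3264121.5 in Ago2-IP miR-106b libraries. As in the methods of the paper, genes with at least 1 CPM (counts scaled to library size) in at least 3 of the 4 replicates of any group were tested, which left 14897. Counts were scaled by the TMM method of edgeR version 4.0.16, and groups were compared with its quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment over all genes tested. Normalized CPM, scaled by TMM within each RNA kind, are given as mean ± SD. Reads without molecular identifiers are not independent molecules, so limits derived from counts cover counting error only.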

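In polyA RNA, 6034 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test between miR-106b- and control-transfected JG cells, of which 2836 (47.0%) were higher with miR-106b and 3198 lower. The number was 7326 under a likelihood ratio test with robust dispersion. It moved most without polyA control replicate 2, to 4123 with 60.3% higher, and the share was also 60.0% without replicate 1 and 60.2% without replicate 3 of that group. With all 16 libraries fitted together, 61.4% of 6238 genes were higher. Among genes with a mean of at least 5 CPM whose miR-106b and control libraries did not overlap, the largest rises were those of Bmf (log2 fold change 1.93), Colq (1.79), Saysd1 (1.79), Cacna1s (1.78) and Art4 (1.74). The 4 largest falls were those of Kcnk12 (-2.40), Tmem200a (-2.39), Cep55 (-2.29) and Hist1h2ap (-2.29). Bmf rose by 1.19 without polyA miR-106b replicate 1, less than the other 4 genes in their lowest such fits. Bmf had an adjusted p of 0.0269 in edgeR's test, which was over the threshold in 4 of the fits without 1 library, at up to 0.0781 without polyA control replicate 2, and 0.107 without a filter on low counts. All 25 genes of a list of cardiac muscle transcripts, made after the values of some were seen, rose in polyA RNA, by a median log2 fold change of 1.23. Changes predicted from the level of these cardiac transcripts alone had a Pearson correlation of 0.8746 with the observed polyA changes across 14856 genes. That prediction left 24.15% of the variance across genes, so most of the contrast may come from this level.

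Ppargc1a (ENSMUSG00000029167), which encodes a coactivator of PPAR transcription factors, lies on chromosome 5 of GRCm38 from 51454249 to 51567726. Its level in polyA RNA was 29.3 ± 8.10 CPM (SD, n = 4) with miR-106b and 12.8 ± 3.83 CPM (SD, n = 4) in control, a log2 fold change of 1.21 (SE 0.246, adjusted p = 0.00225 from edgeR's quasi-likelihood test). Every miR-106b library was above every control library (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 libraries allow). With each polyA library left out in turn, the log2 fold change stayed between 1.07 and 1.43. On log2 CPM plus 1, the mean rise was 1.12, and the rise predicted from the level of cardiac transcripts in the same libraries alone was 1.09. In Ago2-IP RNA, Ppargc1a was at 47.7 ± 3.83 CPM with miR-106b and 48.8 ± 2.08 CPM in control (SD, n = 4 each).

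Of the genes that the paper names for JG cells, 13 passed the filter, and 10 of these had an adjusted p under 0.05 in polyA RNA, 5 higher and 5 lower. Adjusted over the list alone the number was 11, which is not independent evidence since the study worked on these samples. The log2 fold change was 1.30 for Ppara (adjusted p = 0.000682, edgeR's test), 1.26 for Ppargc1b, 1.08 for Adrb1, 0.67 for Esrra and 0.22 for Ppard (adjusted p = 0.129, edgeR's test). The level of cardiac transcripts alone predicted similar rises on log2 CPM plus 1. Observed and predicted rises were 1.20 and 1.12 for Ppara, and 1.18 and 1.11 for Ppargc1b. They were 0.98 and 1.10 for Adrb1, and 0.62 and 0.71 for Esrra. For Pparg they lay further apart, at 0.54 and 0.24. Ppard was under the threshold in DESeq2's Wald test (0.0337), with all 16 libraries in edgeR's fit (0.00244) and without polyA miR-106b replicate 1 (0.0330). Pparg had a log2 fold change of 0.76 with an adjusted p of 0.0590 in edgeR's test, and was under the threshold with DESeq2 size factors (0.0435), among other settings, and without polyA miR-106b replicate 3 (0.0114). Mrpl32, the reference gene of the paper's RT-qPCR, had a log2 fold change of -0.06 (SE 0.224, adjusted p = 0.846 in edgeR's test), whose sign changed with the settings. No read was counted on Ren1, on chromosome 1 from 133350509 to 133360325, among the 70668386 counts of all libraries, which allows up to 0.0425 CPM over all libraries together and between 0.317 and 1.16 CPM in a single library, so renin mRNA was not detectable at this depth.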

Global mRNAs were assessed by RNA sequencing analysis for response to miR-106b-5p transfection in JG cells, and renin activators and effectors were confirmed by qPCR, including upregulation of peroxisome proliferator-activated receptor gamma coactivator 1-alpha (*Ppargc1a*) expression. In addition, protein levels of cAMP- response element-binding protein (CREB) and its activated form, phospho-CREB, were also upregulated, despite variation in CREB family mRNA expression (Fig. 4a and Supplementary Fig. 6). 

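Of 10 genes of the CREB family set as a list before the data were examined, 9 passed the filter, and 2 had an adjusted p under 0.05 in polyA RNA, both lower, 2 also adjusted over the list alone. Creb1 (ENSMUSG00000025958, chromosome 1 from 64532644 to 64604548) was at 30.2 ± 1.90 CPM in control and 19.2 ± 1.47 CPM with miR-106b (SD, n = 4 each), a log2 fold change of -0.65 (SE 0.126, adjusted p = 0.00171 from edgeR's quasi-likelihood test). On log2 CPM plus 1, Creb1 changed by -0.65, where the level of cardiac transcripts alone predicted -0.35. Creb5, named after its values were seen, had a log2 fold change of -0.82 (adjusted p = 0.0103 in edgeR's test), with an adjusted p of 0.0698 in the same test without polyA control replicate 2. Creb3l1, which rose, had an adjusted p under 0.05 in edgeR's test without polyA miR-106b replicate 2 (0.0351) or 3 (0.0393), without a filter on low counts (0.00227) and with all 16 libraries in the fit (0.0206). The other 7 members had log2 fold changes from -0.11 (Atf1) to 0.49 (Creb3l1), and those of Atf1, Creb3 and Creb3l2 changed sign between settings. In Ago2-IP RNA, 0 of the 9 genes passed the threshold, and 1 had an unadjusted p under 0.05.

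Lists of genes were compared as sets in polyA RNA with camera of limma version 3.58.1 at a preset correlation of 0.01, adjusted over 7 lists. The CREB family had a median log2 fold change of -0.02 (adjusted p = 0.882, limma's camera), and 19 CREB target genes a median of -0.03 (adjusted p = 0.882, camera). Of the CREB targets, 7 had an adjusted p under 0.05 in edgeR's test, 4 higher and 3 lower, the same number adjusted over the list alone. The 20 PPAR target genes had a median of 1.00 (adjusted p = 3.1e-09, camera), with 18 higher and 1 lower past the threshold of edgeR's test, 19 adjusted over the list alone. On log2 CPM plus 1, their median rise was 0.95, where the level of cardiac transcripts alone predicted 0.92. The median change beyond that prediction was 0.03. Lists of E2F targets, adenylate cyclases and interferon response genes were also under 0.05 in camera, and the genes that the paper names for JG cells were not (adjusted p = 0.562, camera). All 4 of these calls held under the rotation test fry, with adjusted p between 0.00466 and 0.00638, and none held with the correlation estimated from the data, at an adjusted p of 0.254 for each.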

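The Ago2:polyA ratio was compared between transfections in 1 fit of all 16 libraries, as the interaction of RNA kind and transfection. The ratio differed at an adjusted p under 0.05 in edgeR's quasi-likelihood test for 4072 genes, 1135 (27.9%) higher with miR-106b and 2937 lower. Scaling by library size only gave 4302 genes with 46.3% higher, and TMM within each RNA kind 4301 genes with 45.0% higher. The median log2 change of all genes was -0.07 with TMM and 0.10 with library size only. Without a threshold on p, the fitted ratio was at least 2-fold higher for 1207 genes and at least 2-fold lower for 2292. The higher set moved most without a filter on low counts, to 9569 genes, held 278 where every library had at least 10 counts, and held 401 where the adjusted p was also under 0.05.

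In Ago2-IP RNA alone, 0 genes had an adjusted p under 0.05 in edgeR's test, and 827 had an unadjusted p under 0.05. The number was 40 without Ago2-IP miR-106b replicate 4, 10 without Ago2-IP control replicate 4 and 4 without Ago2-IP miR-106b replicate 1. With Ago2-IP control replicate 4 and Ago2-IP miR-106b replicate 4 exchanged between the groups, it was 317, for a cause that was not tested. The 0 therefore does not show that Ago2-IP RNA was unchanged by miR-106b. The 1207 genes had a median log2 fold change of 0.58 in Ago2-IP RNA and -0.92 in polyA RNA, and the change in polyA RNA was the larger of the 2 for 725 (60.1%). Of them, 560 had a mean under 1 CPM in at least 1 of the 4 groups. For the genes with a ratio at least 2-fold lower, the change in polyA RNA was the larger for 2143 (93.5%). Beyond the change predicted from the level of cardiac transcripts in the polyA libraries, 609 genes of the higher set stayed at least 2-fold higher, 101 of them among the 472 with a mean of at least 5 CPM.

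Among genes with an adjusted p under 0.05 and a mean of at least 5 CPM in both RNA kinds, for which CPM were scaled by TMM over all 16 libraries, the ratio rose most for Iqgap3 (log2 change 2.27), Kif20a (2.23), Atad2 (2.10), Psat1 (2.10) and Foxm1 (1.95). It fell most for Wnt5b (-2.06), Gngt2 (-2.04), Irx1 (-1.998), Slc28a2 (-1.99) and Slc36a2 (-1.96). Scaled within each RNA kind, Kif20a and Psat1 have means under 5 CPM in Ago2-IP RNA, and Saysd1, whose ratio change was -2.01, has one over 5 CPM in polyA RNA, so these choices depend on the scaling. Leaving out 1 library brought the adjusted p of edgeR's test over the threshold for Kif20a in 4 fits (up to 0.0658, without Ago2-IP miR-106b replicate 4), for Psat1 in 1 (0.0506, without Ago2-IP miR-106b replicate 3) and for Wnt5b in 9 (up to 0.0652, without polyA miR-106b replicate 4). Without polyA miR-106b replicate 1, the change of Wnt5b was -1.46. Without a filter on low counts, the adjusted p of edgeR's test was also over it for Kif20a (0.0649) and Psat1 (0.0555). Ppargc1a had a ratio that fell by 1.38 on the log2 scale (SE 0.262, adjusted p = 0.000373 from edgeR's test).

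**Figure D1:**
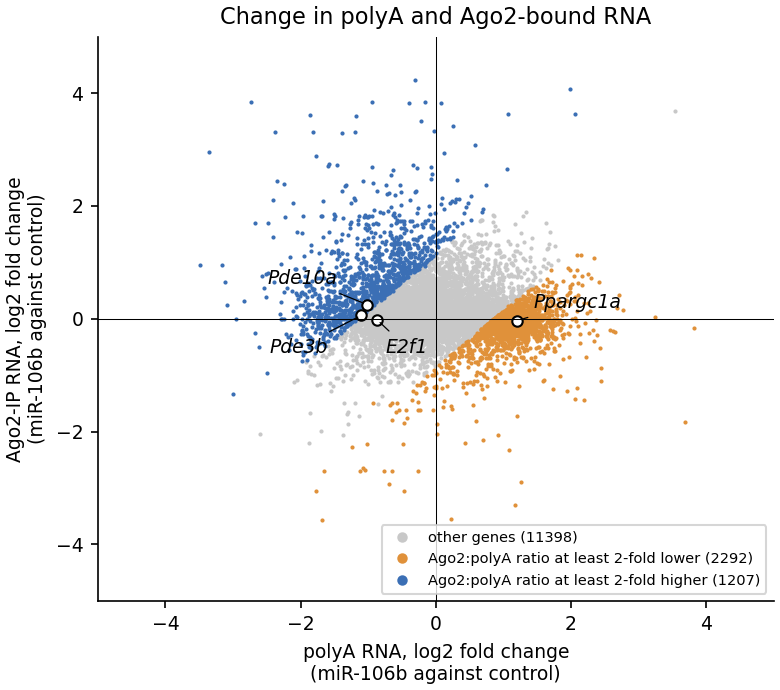
Log2 fold change of each gene tested in polyA RNA (horizontal) and in Ago2-IP RNA (vertical), miR-106b against control; blue and orange points are genes with an Ago2:polyA ratio at least 2-fold higher (1207) or lower (2292), gray points are the others, and open circles are Ppargc1a, E2f1, Pde3b and Pde10a.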

To search for links between the upregulation of these factors and mRNAs likely to be directly targeted for suppression by miR-106b-5p, we performed RISC sequencing from miR-106b-5p-transfected JG cells and identified 1504 mRNAs for which the value of the Ago2:polyA-RNA ratio increased by at least 2-fold upon miR-106-5p transfection, indicating suppression of gene expression (NCBI GEO repository number GSE11770). Ingenuity pathways analysis was used to identify mRNAs from this set of 1504, which were also present in an interaction network focused on *Ppargc1a*. Of the 18 RISC-enhanced mRNAs present in the *Ppargc1a* interaction network, *E2f1*^26^ and *Pde3b*^27^ were deemed the most likely to result in *Ppargc1a* upregulation upon their own suppression. 

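E2f1 (ENSMUSG00000027490), on chromosome 2 of GRCm38 from 154559406 to 154569892, encodes a transcription factor of the cell cycle. Its level in polyA RNA was 58.2 ± 10.9 CPM in control and 31.4 ± 12.0 CPM with miR-106b (SD, n = 4 each), a log2 fold change of -0.87 (SE 0.231, adjusted p = 0.0102 from edgeR's quasi-likelihood test). The libraries of the groups overlapped (exact permutation test, two-sided, p = 0.0571), and the adjusted p of edgeR's test was 0.0528 without polyA control replicate 1 and 0.0715 without polyA control replicate 2. In Ago2-IP RNA, E2f1 was at 11.4 ± 1.94 CPM in control and 11.3 ± 1.33 CPM with miR-106b. The Ago2:polyA ratio of E2f1 rose by 0.70 on the log2 scale (SE 0.322, adjusted p = 0.111 from edgeR's test), and relabelling transfections within each RNA kind gave an exact p of 0.0673. The rise stayed between 0.52 and 0.96 over all alternative fits and all fits without 1 library. Its adjusted p in edgeR's tests was under 0.05 without a filter on low counts (0.0051), with a replicate block (0.0362), in the likelihood ratio test (0.0414) and without polyA miR-106b replicate 1 (0.00835). On log2 CPM plus 1, polyA E2f1 changed by -0.95, and -0.66 was predicted from the level of cardiac transcripts alone.

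Pde3b (ENSMUSG00000030671), on chromosome 7 from 114415280 to 114539251, encodes a phosphodiesterase. In polyA RNA it was at 32.6 ± 4.80 CPM in control and 14.9 ± 6.80 CPM with miR-106b, a log2 fold change of -1.099 (SE 0.257, adjusted p = 0.00483 from edgeR's test), with no overlap between groups. In Ago2-IP RNA it was at 4.91 ± 2.50 CPM in control and 5.11 ± 1.58 CPM with miR-106b (SD, n = 4 each). Its Ago2:polyA ratio rose by 1.02 on the log2 scale (SE 0.491, adjusted p = 0.134 in edgeR's test; exact permutation p = 0.0657), between 0.77 and 1.35 with each library left out. The adjusted p was under 0.05 in edgeR's test without a filter on low counts (0.00474) and without Ago2-IP control replicate 3 (0.0477). The polyA change on log2 CPM plus 1 was -1.22, against -0.70 predicted from the cardiac transcripts.

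Of 20 E2F target genes, 19 were tested, and 19 were lower in polyA RNA at an adjusted p under 0.05 in edgeR's test, with a median log2 fold change of -1.60, the same number adjusted over the list alone. The set gave an adjusted p of 2.2e-09 in camera. In Ago2-IP RNA, 0 of them passed the threshold, and 1 had an unadjusted p under 0.05.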

In order to identify mRNAs that would lead to enhanced CREB activity when suppressed, we repeated the analysis with Ingenuity interaction networks focused on adenylate cyclases. miR-106b-5p increased RISC association, implying suppression of gene expression, of *Pde3b* and *Pde10a* (Fig. 4b), which hydrolyze cAMP and thus inhibit CREB activity^27,28^. Furthermore, *E2f1* and *Pde3b*, but not *Pde10a*, have miR-106-5p family-binding sites in both the human and mouse gene 3′UTRs (Supplementary Fig. 7). 

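Pde10a (ENSMUSG00000023868), on chromosome 17 of GRCm38 from 8525371 to 8986648, was at 25.2 ± 2.97 CPM in polyA control and 12.4 ± 2.6 CPM in polyA miR-106b libraries (SD, n = 4 each), a log2 fold change of -1.01 (SE 0.172, adjusted p = 0.00089 from edgeR's quasi-likelihood test). Without 1 library the change stayed between -1.08 and -0.86. In Ago2-IP RNA the gene was at 5.28 ± 0.909 CPM in control and 6.25 ± 0.709 CPM with miR-106b, a log2 fold change of 0.25 (SE 0.290, adjusted p = 0.951 from edgeR's test). Its Ago2:polyA ratio rose by 1.12 on the log2 scale (SE 0.284, adjusted p = 0.00452 in edgeR's test), with an exact p of 0.00286 over the 4900 relabellings of transfections within each RNA kind. With each library left out in turn the rise stayed between 0.99 and 1.25. From the level of cardiac transcripts alone, -0.63 was predicted for Pde10a in polyA RNA, where -1.01 was observed on log2 CPM plus 1. From the higher RISC association of these genes, the paper reasons that their expression is suppressed by miR-106b-5p, and it proposes that less hydrolysis of cAMP raises CREB activity.

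**Figure D2:**
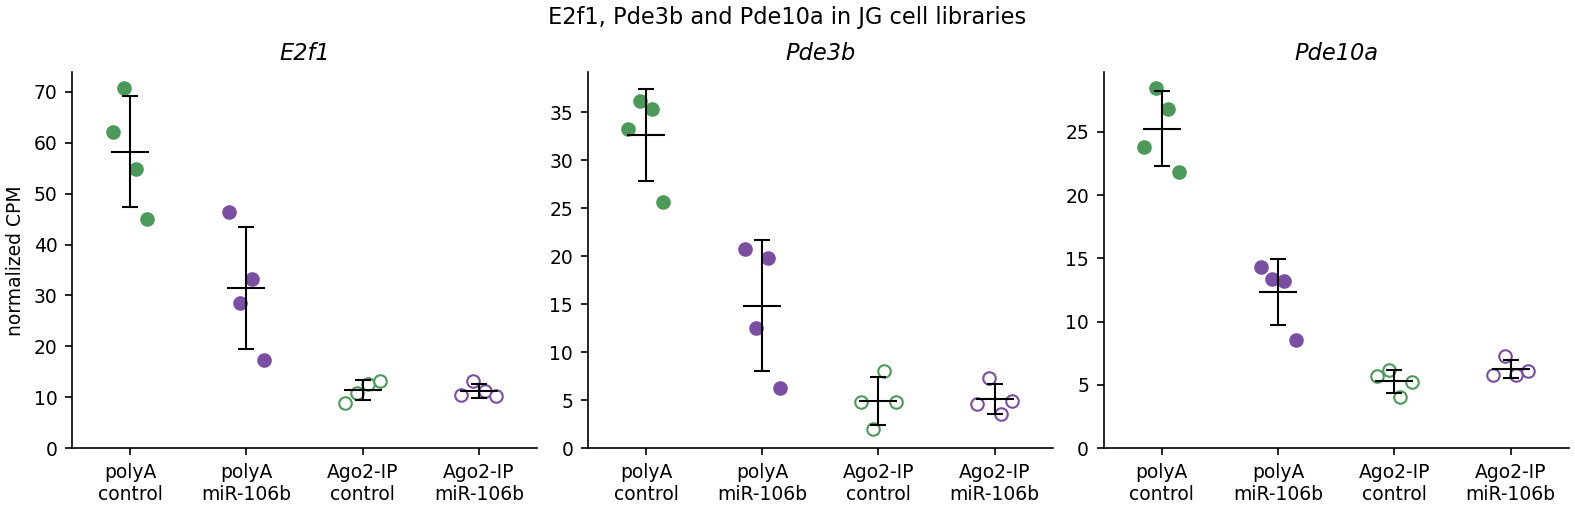
Normalized CPM of E2f1, Pde3b and Pde10a in polyA (filled) and Ago2-IP (open) libraries of control- (green) and miR-106b-transfected (purple) JG cells; points are libraries, and bars are the mean and SD of 4. For each gene the polyA mean is lower with miR-106b, and the Ago2-IP groups overlap.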

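The mature sequence of miR-106b-5p, UAAAGUGCUGACAGUGCAGAU, pairs through its bases 2 to 8 with GCACTTT in a 3′UTR (a 7mer-m8 site), and a 7mer-A1 site is CACTTTA. In the mouse annotation (GENCODE release M21 on GRCm38), the longest 3′UTR of E2f1 has 1281 bases and holds a pair of 7mer-m8 sites on the minus strand of chromosome 2, at 154560212 to 154560218 in the surrounding sequence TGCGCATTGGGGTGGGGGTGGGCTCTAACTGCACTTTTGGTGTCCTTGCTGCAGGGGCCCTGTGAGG and at 154559697 to 154559703 in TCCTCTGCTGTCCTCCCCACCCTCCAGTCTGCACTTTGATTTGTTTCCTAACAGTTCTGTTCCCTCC. The 3′UTR of Pde3b has 3003 bases and holds a 7mer-m8 site on the plus strand of chromosome 7 at 114536399 to 114536405, in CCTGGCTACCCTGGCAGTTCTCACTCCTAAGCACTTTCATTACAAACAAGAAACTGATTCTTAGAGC, and a 7mer-A1 site at 114537813 to 114537819. None of the 6 annotated 3′UTRs of Pde10a, up to 4992 bases long, holds any of these sites. The human 3′UTRs were not analysed here.

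Over all genes tested with an annotated 3′UTR, 1954 of 13222 had a 7mer-m8 or 8mer site in the longest one. Their median log2 fold change in polyA RNA lay -0.07 from that of the genes without (exact permutation test over 70 relabellings, two-sided, p = 0.0286, the smallest possible), and their median change of the Ago2:polyA ratio lay 0.08 from it (exact permutation test, p = 0.00776). Among 1000 other 7-mers present in a similar number of 3′UTRs, 329 had a difference in the fitted polyA changes at least as low, and 350 a difference in the fitted ratio changes at least as high.

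**Figure D3:**
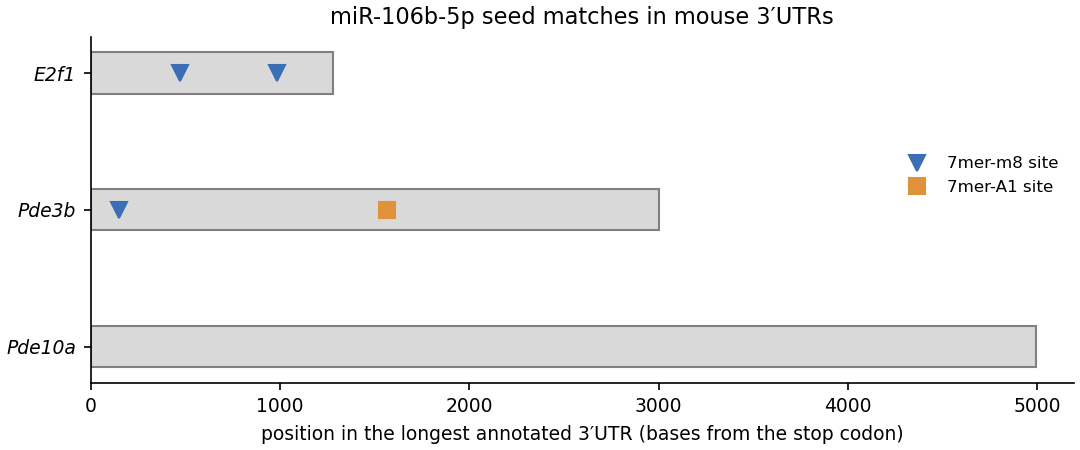
Longest annotated mouse 3′UTR of E2f1, Pde3b and Pde10a (gray bars, position in bases from the stop codon) with 7mer-m8 (triangles) and 7mer-A1 (square) sites of miR-106b-5p; E2f1 has sites at 470 and 985, Pde3b at 151 and 1565, and Pde10a none.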

Ren1^c^-YFP JG cells exposed to KODMAC media had decreased E2F1 and PDE3B protein expression, increased mRNA expression of *Ppargc1a* and *Pparg*, and increased the levels of cAMP, CREB, and phospho-CREB, suggesting that media miR-106b-5p is sufficient to repress the endogenous levels of E2F1 and PDE3B, increasing PPARγ/CREB stimulation of JG cell renin production (Fig. 4c–e). To validate that *E2f1* and *Pde3b* downregulation are critical to JG cell renin production, we knocked down *E2f1* and *Pde3b* in JG cells to attempt to mimic, at least in part, the likely effect of miR-106b-5p on increased renin production. Transfection of Ren1^c^-YFP JG cells with siRNAs against either *E2f1* or *Pde3b* reduced mRNA levels (Supplementary Fig. 8) and increased renin production by approximately fourfold and secretion by more than twofold (Fig. 4f, g) compared to siRNA control-transfected cells, similarly to coculture with KODMAC macrophage media. In summary, impaired vitamin D receptor signaling in macrophages results in ER stress that increases miR-106b-5p secretion. This miRNA is taken up by JG cells to activate renin production, identifying a mechanism of inflammation-induced hypertension (Fig. 4h).

**Fig. 4:**
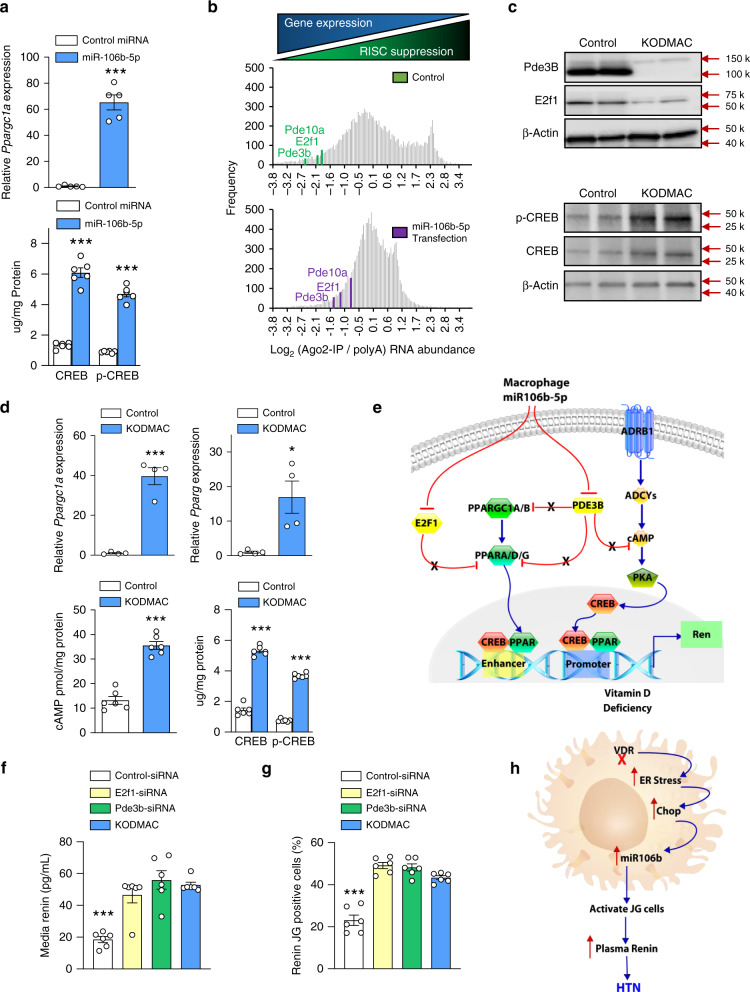
Enhancement of renin transcription by miR-106b-5p modulation of PPAR and CREB signaling. **a** Pppargc1a mRNA expression and CREB (*n* = 5/group) and phospho-CREB protein abundance in miR-106b- (light-blue bar), or control- (white bar) transfected JG cells (*n* = 6/group). **b** Histogram displaying frequencies of log_2_ Ago2-IP vs. global polyA(RNA) abundance ratio for all detected mRNAs (gray bars) with positions of selected PPAR and CREB signaling mediators under control (green) and miR-106b-transfected (purple) conditions. **c** E2f1, Pde3b, CREB, and phospho-CREB protein expression in JG cells exposed to control (white bar) or KODMAC media (light-blue bar) (representative of 4/group). **d** *Pppargc1a* and *Pparg* mRNA expression (*n* = 4/group), and cAMP and CREB protein abundance in JG cells after culture with KODMAC or control peritoneal macrophage media (*n* = 6/group). **e** Schematic diagram of relevant cell signaling pathways. Macrophage miR-106b-5p inhibits JG cell E2f1 and Pde3b, removing inhibition of PCG1 and CREB pathways to induce renin production. Blue arrows represent stimulatory pathways and red lines represent inhibitory pathways, while X represents repressed inhibition. **f** Renin-positive (YFP-labeled Ren^1*c*^) JG cells and **g** renin secretion after transfection with siRNAs against E2f1 (yellow bar) or Pde3b (green bar) or coculture with KODMAC macrophage media (light-blue bar) (*n* = 6/group). **h** Mechanistic schematic diagram. Data expressed as mean ± SEM from (**a**, **d**) Student’s two-tailed unpaired *t* test with *P < 0.05, ***P < 0.001 vs. control and (**f**, **g**) one-way ANOVA with Tukey’s post hoc test with **P < 0.001 vs. all.

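The spread of the log2 ratio of Ago2-IP to polyA RNA was measured as its interquartile range over all genes tested, for each Ago2-IP library against the mean polyA library of the same transfection, on log2 CPM with a prior count of 2. It was 1.68 ± 0.04 (SD, n = 4) in control and 1.02 ± 0.03 (SD, n = 4) with miR-106b, a difference of -0.66. The 4 values of a group share their mean polyA library, so these SDs leave out variation between polyA libraries. Relabelling transfections within each RNA kind, with the mean polyA library recomputed, gave an exact p of 0.0208 (two-sided, 102 of 4900 relabellings), a test added after the difference was seen. The mean with miR-106b was between 0.93 and 1.09 with each polyA miR-106b library left out. The difference moved most when the SD over genes was used, to -0.46. With both groups of Ago2-IP libraries set against the polyA control libraries, the difference was 0.03 (exact p = 0.286), and with both against the polyA miR-106b libraries it was 0.00 (exact p = 0.971). The log2 ratio of the mean CPM of E2f1 was -2.05 in control and -1.32 with miR-106b, where the SD over Ago2-IP libraries was 0.25 and 0.15. That of Pde3b was -2.43 in control (SD 0.84) and -1.39 with miR-106b (SD 0.42), and that of Pde10a was -1.95 in control (SD 0.27) and -0.82 with miR-106b (SD 0.15).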

## Discussion

We postulate that innate cellular immunity orchestrates the interaction between metabolic tissues and environmental factors involved in the development of hypertension. Vitamin D deficiency promotes activation of innate immunity, increasing cytokine production and accelerating vascular infiltration of immune cells^14,29^. However, it is unclear whether the pro-inflammatory changes induced by vitamin D deficiency can accelerate hypertension. Early studies suggested that direct VDR activation in JG cells repressed renin promoter activation^8^. In this study, we found that myeloid-specific VDR deficiency is sufficient to induce high blood pressure in mice with adequate vitamin D status. In three different mouse models, we found that deletion of myeloid *Vdr* promotes vascular and renal macrophage infiltration and increases RAS-dependent hypertension. Induction of endoplasmic reticulum stress in KODMAC macrophages increases exosome secretion of miR-106b-5p, which induces JG cell renin production via repression of transcription factors E2f1 and Pde3b. Recipients of BM from KODMAC mice experience increased BP via activation of renal renin production, effects that are prevented by the knockout of miR-106b-5p in the transplanted cells, together confirming a microRNA-dependent macrophage-specific communication with JG cells causing renin-mediated hypertension.

The role of lymphocytes in the development of hypertension is well-established; nonetheless, activation or expansion of lymphocytes requires activation of the innate immune system^30^. Previous studies have shown roles for macrophages in mediating Ang II-induced or DOCA-salt-induced hypertension^15,31^, but it is unknown whether their effects are sufficient to initiate hypertension. Maternal exposure to a low-protein diet induces infiltration by immune cells and ROS production in the kidneys of Sprague–Dawley rat offspring before hypertension develops, and these events are prevented by early exposure to antioxidants and immunosuppressive medication^32^. Moreover, a missense mutation of SH2B adaptor protein 3 in immune cells prevents infiltration of leukocytes into the kidneys and high-salt-diet-induced hypertension in the Dahl salt-sensitive rat, further indicating a potential role of immune cells early in the pathogenesis of hypertension^33^. In this study, we discovered that pro-inflammatory macrophages are capable of inducing hypertension in nonhypertensive mice. Myeloid *Vdr* deletion promotes vascular macrophage infiltration, increases ROS-mediated scavenging of NO, and reduces renal perfusion, resulting in increased plasma renin. Interestingly, deletion of myeloid *Vdr* also promotes macrophage infiltration into the JG cell apparatus, thereby regulating JG cell renin production by an unexpected communication between macrophages and JG cells through miR-106b-5p. Moreover, knockout of miR-106b-5p prevents the elevation in BP and stimulation of JG cell renin production by KODMAC macrophages, suggesting myeloid-specific effects. In diet-induced vitamin D deficiency, miR-106b deletion prevents vitamin D-deficiency-induced, renin-dependent hypertension in mice, and macrophages from such mice are unable to activate JG cell renin production or release. These findings provide evidence of an intercellular miRNA communication mechanism enabling macrophages of the innate immune system to induce renin production in JG cells and promote hypertension.

Recently, miRNAs have emerged as regulators of vascular inflammation and RAS-induced hypertension^25^. Interestingly, in two different rat hypertensive models, plasma miR-106b expression robustly increased during the development of hypertension and concomitant heart failure^34^. In this study, we provide confirmation via multiple mouse models that vitamin D-deficient macrophages secrete increased miR-106b-5p, which enters into JG cells and downregulates the transcription-related factors *Pde3b* and *E2f1*, leading to increased renin production and release. A previous study has shown that the PDE3 inhibitor trequinsin increases cellular cAMP content and stimulates JG cell renin release^35^. 

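In polyA RNA of miR-106b- against control-transfected JG cells, 8 of the 10 adenylate cyclase genes passed the filter, and 5 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, all higher, the same number adjusted over the list alone. These were Adcy4, Adcy5, Adcy6, Adcy7 and Adcy9, named after their values were seen. Adcy5 (ENSMUSG00000022840) rose from 59.9 ± 12.0 CPM to 137 ± 37.2 CPM (SD, n = 4 each), a log2 fold change of 1.19 (SE 0.193, adjusted p = 0.000755 in edgeR's test). Adcy6 (ENSMUSG00000022994), the most abundant member, rose from 205 ± 11.6 CPM to 267 ± 29.3 CPM, a log2 fold change of 0.38 (SE 0.110, adjusted p = 0.0149 in edgeR's test). The log2 fold change was 1.16 for Adcy4, 0.87 for Adcy9 and 0.82 for Adcy7, and it was positive for all 8 genes in every alternative fit and every fit without 1 library. Adcy1 was also under the threshold with all 16 libraries in edgeR's fit (adjusted p = 0.0330). As a set, the list gave an adjusted p of 0.0014 in camera. In Ago2-IP RNA, 0 of the 8 genes passed the threshold, and 1 had an unadjusted p under 0.05. The change of the list beyond that predicted from the level of cardiac transcripts in the same libraries had a median log2 value of -0.03.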

The miR-106b-5p-mediated downregulation of PDE3B and the associated increase in adenylate cyclases, cAMP, and CREB abundance suggest that cAMP signaling is an important contributor to miR-106b-5p-induced renin production^36^. Moreover, deletion of *E2f1*^26^ or *Pde3b*^27^ in mice promotes increased *Ppargc1a*, *Ppars*, and *Esrra* gene expression in tissues requiring a high level of energy for normal physiological function; all these transcription factors are known to increase renin release in JG cells^37,38^. These data suggest that miR-106b in JG cells is a global modulator linking cell signaling pathways to transcription factors implicated in renin production and release, and may provide an important target to ameliorate renin-dependent hypertension.

Macrophages display a spectrum of phenotypes including “M1” and “M2” in response to different stimuli, and miRNA expression profiles may reflect these macrophage phenotypes^39,40^. However, the mechanism(s) that regulates altered macrophage miRNA secretion are unknown. We previously demonstrated that regulation of ER stress by vitamin D in type 2 diabetes exerts a pivotal role in monocyte recruitment, macrophage phenotype, and cholesterol metabolism, and regulates critical components of the vascular remodeling seen in diabetic vascular disease^13,21,22^. A recent study indicated that ER stress activation in HeLa cells increased multivesicular body formation and exosome release by the ER stress transducers IRE1 and PERK, suggesting that ER stress not only regulates exosome release, but might also change miRNA secretion profiles^24^. In this study, we found that activation of macrophage PERK-unfolded protein response by *Vdr* deletion promotes miR-106-5p exosome release and causes JG cell renin production, independently of vitamin D status. Moreover, global deletion of the ER stress chaperone *Ddit3* (CHOP) prevents vitamin D-deficiency-induced renin-dependent hypertension in mice, and their macrophages are unable to activate JG cell renin production. These data indicate a critical role of the macrophage pPERK/CHOP-unfolded protein response in regulating inflammation-associated metabolic diseases.

Our findings provide evidence that dysregulated macrophage signaling in response to vitamin D deficiency is sufficient to cause hypertension by a microRNA-specific mechanism that enables communication from innate immune cells to JG cells. A detailed understanding of the mechanisms by which macrophage ER stress causes miR-106b-5p secretion will direct the development of specific therapies preventing the miRNA-mediated activation of multiple signaling pathways and transcription factors involved in renin-dependent hypertension.

## Methods

### Experimental models

Mice with inactivation of VDR in myeloid cells (KnockOut of vitamin D receptor in MACrophages: KODMAC) were generated and used for assessment of blood pressure and macrophage–JG cell interactions. Briefly, *Vdr*^*fl/fl*^ mice were crossed with mice expressing transgenic Cre recombinase under control of the Lyzosomal M promoter *(Lyz2Cre*^*+/−*^*)*(Jax/Lab 004781) in the *Ldlr*^*−/−*^ (Jax/Lab 002207) background as well as in C57BL6/J (Jax/Lab 000664) and *Apoe*^−/−^ (Jax/Lab 002052) backgrounds^13^. Littermate mice with *Lyz2Cre*^*−/–*^*Vdr*^*fl/fl*^ in the corresponding background were used as controls. To evaluate the role of macrophage miR-106b secretion and/or ER stress on vitamin D-deficiency-induced hypertension, we also studied miR-106b^–*/−*^ (Jax/Lab 008460) and *Ddit3*^*−/*–^ (Jax/Lab 030816) mice compared to C57BL6/J littermates. Vitamin D-sufficient and -deficient mice were generated by feeding standard chow (Harlan TD7022) or vitamin D-deficient chow diet with 2% calcium (Harlan TD87095), respectively, for 8 weeks prior to assessment. 25-hydroxyvitamin D levels in the dietary vitamin D-deficient models were as follows (deficient vs. sufficient, respectively): 9.4 ± 1.7 vs. 51 ± 2.8 in C57, 48 ± 4 vs. 47 ± 2.1 in KODMAC, 7.6 ± 0.7 vs. 44 ± 6 in miR-106b^–/−^, and 13 ± 1 vs. 51 ± 2.3 in *Ddit3*^*−/*−^. To generate the KODMAC/miR-106^−/−^ double knockout, we first crossed *Vdr*^fl/fl^*Cre*^+/–^ with miR-106b^–/–^ mice until we obtained *Vdr*^fl/fl^*Cre*^+/–^/miR-106^−/−^, *Vdr*^fl/fl^*Cre*^+/–^/miR-106b^+/+^, or control *Vdr*^+/+^/miR-106b^+/+^ mice, all in the C57BL6 45.2 background. Specific *Vdr* deletion was verified^13^. Then, we transplanted their BM into C57BL6 45.1 recipients and characterized their phenotype 8 weeks post transplant. Mice were housed in a clean facility with an ambient temperature of 65–75 °F, 40–60% humidity, and 12 light/12 dark cycles. All experiments included male and female animals. Protocols followed were approved by the Washington University Institutional Animal Care and Use Committee and compliant with ethical regulations for studies involving laboratory animals.

### Bone marrow (BM) transplantation

BM cells were isolated from the femurs and tibias of 8–10-week-old mice by flushing the bones with cold PBS^13^. The total bone marrow was washed, triturated using a 24-gauge needle (Benson Dickson), collected by centrifugation at 200 × *g* for 4 min, and diluted with PBS. After lysis of erythrocytes using 0.05% sodium azide, cells were counted to obtain a defined concentration of unfractionated bone marrow. Eight-week-old recipient mice were lethally irradiated with 10 Gy from a cesium-137 γ-cell irradiator. Within 6 h after irradiation, recipients were reconstituted with ~5 × 10^6^ donor marrow cells via a single injection. The donor marrow was allowed to repopulate for 8 weeks after transplantation prior to assessment. For estimating engraftment, the total bone marrow was isolated from the femurs and tibias from C57BL/6-TgN (GFP-positive) (Jax/Lab 003291) mice in the same background in parallel for each transplant experiment. FACS quantification of the percentage of GFP positivity in peripheral leukocytes revealed engraftment of 85–92%. In BM recipients of KODMAC/miR-106b^−/−^ or KODMAC/miR-106b^+/+^, the degree of engraftment was performed by using C57BL6 45.2 donors and 45.1 recipients to confirm engraftment in the experimental animals (CD45.1 and CD45.2 antibodies, Biolegend, Inc). Flow-cytometry quantification of the percentage of 45.2 positivity in peripheral leukocytes or recipients revealed engraftment of 88–96%, implying reduction in *Vdr* or miR-106b expression to 4–12% of baseline.

### Vascular physiological assessment

Systolic and diastolic blood-pressure measurements were measured in conscious mice 8 weeks after weaning using the CODA-2 noninvasive tail cuff measurement system. Mice of both genders were acclimated to handling and placement in the apparatus daily for 2 days before the measurement of blood pressure. Multiple measurements were made at each of three daily sessions and averaged to obtain a single value for each mouse^41^. Twenty-four-hour invasive blood-pressure monitoring in conscious mice was performed using the PA-C10 telemetry sensor by the Data Science International System. Mouse BP recording was completed a week after the sensor implantation. Blood-pressure data obtained were averaged every 30 min for 24 h, including the mouse light and dark cycles^42^. Vascular O_2_^.−^ formation was measured by the lucigenin-enhanced chemiluminescence assay. Mouse thoracic aortas were removed, placed into prewarmed Krebs–Henseleit/HEPES buffer, and cut into 3-mm ring segments. Segments were transferred to a white 96-well microplate containing Krebs–Henseleit/HEPES buffer (100 μL) with lucigenin (10 μmol/L; this low concentration prevents autooxidation). NADPH (100 μmol/L) was added to each well after 10 min. Chemiluminescence was recorded every 2 min in a microplate luminometer at 37 °C (Lucy-1, Rosys Anthos). The vessels were dried (24 h at 90 °C) and weighed. The results are expressed as counts per minute per milligram dry tissue^43^. Vascular responses to inhibition of nitric oxide synthase were recorded invasively (PowerLab/8SP, AD Instruments) after the intravenous infusion of 5 mg kg^−1^ L-NAME^42^. Renal blood flow was performed under isoflurane anesthesia, using a renal flow probe (0.5PSB Nanoprobe with handle, Transonic) in 8-week-old mice^44^ after volume repletion with 8 μl/g body weight of normal saline, followed by 0.5 μl/min/g.

### Immunofluorescence

Kidneys and aortas were harvested, and 10-μm cryosections from distal aorta and kidney were fixed for 24 h in 10% formalin and blocked with goat antiserum. Then, they were incubated with primary MOMA-2 rat monoclonal antibody dilution 5 μg/ml (Abcam #ab33451), and/or anti-renin^45^ overnight, then with secondary antibody. DAPI (Vector Laboratories) mounting was used for counterstaining. Images were captured on a confocal microscope (Olympus Fv1000)^29^. Vascular and renal macrophages were quantified by flow cytometry using two different macrophage markers (CD11b and F4/80)^46,47^. To perform tissue flow cytometry, we extracted mouse aortas (heart to the iliac bifurcation) and decapsulated kidneys and minced into 2–4-mm pieces using scissors or scalpel blade. Both tissues were mixed with collagenase media on a rotary tube suspension mixer at 37 °C for 20 min and then mechanically digested using a 1000-μL pipette tip. Disperse cells were filtered through a cell strainer and collected in 10 mL of Flow Cytometry Staining Buffer. A single-cell suspension was generated by pressing with the plunger of a 3-mL syringe. Cells were then centrifuged at 300–400 × *g* for 4–5 min at 2–8 °C. The cell pellet was resuspended in flow cytometry staining buffer. A final cell concentration of 1 × 10^7^ cells/mL was incubated with 0.2 mg/mL of C11b-PE (eBioscience™ #12-0112-81) and F4/80-PECy7 (eBioscience™ 25-4801-82) antibodies for 15 min on ice, then washed, and flow cytometry was performed. Cell aggregates, dead, and cellular debris were excluded based on FSC/SCC. Batch analysis by FlowJo version 9.6.2 was used for gating consistency, and select positive population. We used unstained samples and blocking with FC to decrease autofluorescence and unspecific background. Cells were stained with two macrophage antibodies for anti-CD11b PE and F4/80 PE-Cyanine7 F4/80. Rat IgG2b K (eBioscience™ #12-4031-82) and IgG2a K (eBioscience™ #25-4321-82) isotype control for anti-CD11b PE and F4/80 PE-Cyanine7, respectively, to ensure antibody-specific detection. The oxidative fluorescent probe dihydroethidium (DHE) and confocal microscopy were used to detect in situ levels of ROS in aorta sections. Ten-micron unfixed frozen sections were used for DHE visualization with adjacent sections analyzed by DAPI to detect all mural nuclei. To confirm that DHE fluorescence reflects ROS levels, sections from aortae were preincubated for 30 min with superoxide dismutase–polyethylene glycol (10 mmol/L) before incubation with DHE. Images were digitally captured by fluorescence microscopy as described^48^. In the kidney, MOMA-positive macrophages were quantified by the percentage of the total renal area. Images were acquired by an observer blinded to the treatment groups.

### Peritoneal macrophages and juxtaglomerular (JG) cells

Murine peritoneal macrophages were collected immediately following injection of PBS into the peritoneum^13,29^. Macrophages were cultured in DMEM plus 10% FBS for 3 h prior to assessment. Ren1^c^-YFP JG cells were cultured in DMEM/F12 media with 10% exosome-depleted FBS^17^. Cells were seeded at 0.1 × 10^6^ cells/well in 12-well plates and grown to 80–90% confluence, estimated to be a maximum of 0.5 × 10^6^ cells/well. Transwell chambers were utilized (Costar polycarbonate filters, 3-µm pore size). Membranes and 12-well plates were coated with fibronectin (5 µg/mL, Life Technologies) overnight at 4 °C^13^. Macrophages (0.3 × 10^5^ cells/well) were added to the upper chamber, or directly over the Ren1^c^-YFP JG cells cultivated in the lower chamber. Cells were incubated for 72 h, and quantification of renin production was performed using computer-based quantification using Image J to identify YFP-positive JG cells across different samples. We binarized our images to decrease low-intensity objects, and used an erode filter to remove objects smaller than a cell. We generated black-and-white images for DAPI and YFP channels, counted the cells that were positive for both channels, quantified the number of cells positive for DAPI, or both YFP and DAPI, and expressed as a percentage of all DAPI-positive cells. Macrophage media and JG cells were additionally incubated with 0.2 µg/ml TNFα-neutralizing antibody on 1 µg/mL dilution (R&D Biosystems #MAB4101) for 72 h, and quantification of renin-producing cells was evaluated as described above. Reduction of ER stress was obtained by adding a chemical chaperone, phenylbutyric acid (PBA, 20 mmol/L, Calbiochem, San Diego, CA) to peritoneal vitamin D-deficient macrophages for 18 h prior to coculture. Induction of ER stress was obtained by adding thapsigargin (0.25 nmol/L, Sigma) to peritoneal macrophages from vitamin D-sufficient mice for 18 h prior to coculture. YFP-labeled Ren^1*c*^-JG cells were cocultured for 72 h with media from PBA-treated vitamin D-deficient or thapsigargin-treated vitamin D-sufficient macrophages^21^.

### Metabolic assays

Renin was measured in plasma samples pooled from groups of five animals by mouse renin-1 ELISA kit from Sigma-Aldrich (#RAB0565). TNF-α (BD Biosciences) and IL-1β (R&D Biosystems) concentrations were measured by ELISA in coculture media^13^. Urine Na sample was obtained by a bladder catheter after volume repletion with 8 μl/g body weight of normal saline, followed by 0.5 μl/min/g and analyzed by electrolyte analyzer (Roche). Total and phosphorylated CREB abundance was measured by magnetic bead-based immunoassay (Bio-Rad Bio-Plex #171V60013M and #171304006 M). cAMP level was measured by ELISA (Invitrogen #EMSCAMPL).

### MicroRNA array

RNA was extracted from cell culture supernatants (macrophage media), processed, and hybridized to Affymetrix GeneChip miRNA 4.0 microarrays by Washington University’s Genome Technology Access Center. Postprocessing of array signal data was performed with Partek Genomics Suite 6.6 (Partek, St Louis, MO).

### Exosome isolation

We isolated exosome vesicles from media from macrophages alone and from macrophage coculture with YFP-labeled Ren^1*c*^-JG cells using ultracentrifugation. Following 72 h of coculture, media was collected, then centrifuged at 2000 × *g* for 30 min to remove cells and debris. The supernatant was then transferred to a new tube without disturbing the pellet. The media was then centrifuged at 100,000 × *g* for 18 h. Density-gradient-based isolation was then performed to obtain purer exosome preparations using the Total Exosome Isolation kit (Invitrogen)^49,50^. The degree of purity of the isolated exosome vesicles was confirmed by western blot of 0.5 μg of protein per lane showing the presence of EV marker protein expression from categories 1a and 1b [Invitrogen CD63 (#PA5-92370), CD81 (#MA5-32333), and CD9 (#MA5-31980)] and category 2a [Invitrogen Alix (#PA5-52873)] and the absence of non-EV protein expression from category 3a [Invitrogen albumin (#PA5-89332)]^50,51^.

### MicroRNA and mRNA expression **via** RT-qPCR

miRNA purification and isolation from Ren1^c^-YFP JG cells was performed using the *mir*Vana miRNA kit (Invitrogen Ambion) and anti-miR (Life Technologies #AM10067). RTq-PCR was performed using the TaqMan reagent kit, with relative expression of miRNA calculated by the comparative threshold cycle method relative to miR-U6 in cell tissue as an internal control. For assays from culture media, we spiked in miR-39 from *C. elegans* as an exogenous housekeeping miRNA control prior to extraction (Qiagen #219610). Relative expression of miRNA was calculated by the comparative threshold cycle method relative to miR-39 abundance. TaqMan primers were obtained from Life Technologies for miRNAs 17-5p (#002308), 17-3p (#002543), 106b-5p (#000442), 106b-3p (#002380), 26a-5p (#000405), 26a-3p (#002443), 146a-5p (#000468), 146a-3p (#463191), 195a-5p (#000494), 195a-3p (#002107), 103-5p (#121218), 103 3p (#000439), 99b-5p (#000436), 99b-3p (#002196), 107-5p (#465082), 107-3p (#000443), 155-5p (#002571), 155-3p (#464539), 151-5p (#002642), 151-3p (#001190), 340-5p (#002258), 340-3p (#002259), 191-5p (#002299), 191-5p (#002576), 130b-5p (#002460), 130b-3p (#00456), 92a-5p (#002496), 92a-3p (#00430), U6 (#4427975,) and 39 (#467942). For mRNA RTq-PCR, total RNA (1 μg) was treated with DNase and reverse-transcribed using Superscript II (Invitrogen) with oligo-dT as the primer. PCR was performed with the GeneAmp 7000 Sequence Detection System using the SYBR^®^ Green reagent kit (Applied Biosystems). RNA not subjected to reverse transcription was included in each assay as negative control. We used the following mouse oligonucleotides: for *Pparg* forward 5′-AGCCTCATGAAGAGCCTTCCA-3′, *Pparg* reverse 5′-TCCGGAAGAAACCCTTGCA-3′; *Pparg*c1 forward 5′-AGCCTCTTTGCCCAGATCTT-3′, *Pparg*c1 reverse 5′-GGCAATCCGTCTTCATCCAC-3′; *Ren1* forward 5′-TTACGTTGTGAACTGTAGCCA-3′, *Ren1* reverse 5′-AGTATGCACAGGTCATCGTTC-3′; *Pde3b* forward 5′-GGTGATGGTGGTGAAGAA-3′, *Pde3b* reverse 5′-AGTGAGGTGGTGCATTAG-3′; *E2F1* forward 5’-ACTCCTCGCAGATCGTCATCATCT-3′, *E2f1* reverse 5′-GGACGTTGGTGATGTCATAGATGCG-3′; *Mrpl32* forward, 5’-AAGCGAAACTGGCGGAAAC-3′, *Mrpl32* reverse, 5′-GATCTGGCCCTTGAACCTTCT-3′. All assays were done in triplicate. Data are expressed as relative expression of mRNA normalized to mouse ribosomal protein *Mrpl32*.

### Plasmids and small-interfering RNA transfection

Ren^1*c*^-YFP JG cells were transfected with *mir*Vana miR-106b mimic (Life Technologies #4464066) and miR-106b antagomir (Life Technologies #AM10067), and 72 h after transfection, mRNA expression in JG cell lysates was evaluated with RT-qPCR, and JG cell renin production was evaluated with confocal microscopy (Olympus Fv1000). Ren^1c^-YFP JG cells were transduced with lentivirus containing sense in *Pde3b*-siRNA, *E2f1*-siRNA, or control siRNA for 48 h (Life Technologies #s71385, #65234, and #4390843, respectively)^20^. Protein expression for PDE3B (Abcam AB #95814, dilution 1 μg/mL), E2F1 (Abcam #112580, dilution 1 μg/mL), CREB-1 (Santa Cruz #SC377154, dilution 5 μg/mL), and phospho-CREB-1 (Ser133, Cell Signalling #9198, dilution 1 μg/mL) was performed in JG cells exposed to 72 h of KODMAC or control media. Renin mRNA expression and renin production were determined 72 h after recovery from transfection or viral transduction. Also, Ren1^c^-YFP JG cells were transfected with pri-miR-106b-5p siRNA sense oligonucleotides 5′-CCU AAU GAC CCU CAA GCC GUU-3′ and antisense 5′-CGG CUU GAG GGU CAU UAG GUU-3′, then exposed to KODMAC macrophage media for 72 h, and miR-106 pre-miR or mature miR-106b mRNA was assessed.

### RNA-seq and RISC-seq methods

Transcriptomic profiling of individual JG cell samples was performed using RNA sequencing beginning with 1 mg of total RNA isolated using Trizol (Life Technologies) exactly according to the manufacturer’s directions as initial input for mRNA-Seq, or with Ago2-immunoprecipitated material from 150-mm-diameter dishes for RISC-Seq. For mRNA-seq, polyA RNA enrichment was performed using Dynabeads mRNA Purification Kit (Life Technologies, Carlsbad, CA, USA). Ago2 immunoprecipitation was performed in ice-cold 50 mM Tris–HCl, 5 mM EDTA, 5 mM EGTA, pH 7.5, with 0.5% Nonidet P-40, Roche Complete protease inhibitors, and yeast tRNA and SUPERnase-IN added to final concentrations of 1 μg/μL and 1 U/μL^52^. polyA-RNA and Ago2-immunoprecipitated RNA was fragmented using a fragmentation buffer (40 mM Tris acetate, 100 mM K acetate, and 30 mM Mg acetate, pH 8.2; 2 min for 30 s at 95 °C). First-strand cDNA was generated using the Superscript III 1^st^ Strand Synthesis System (Life Technologies) and the second strand was generated using 10 U DNA Polymerase I (New England Biolabs, Ipswich, MA, USA), 40 U *E. coli* DNA Ligase (New England Biolabs), and 2 U RNase H (Life Technologies) in 20 mM Tris.HCl, pH 6.9, 66 μM dNTPs, 90 mM KCl, 4.6 mM MgCl_2_, 0.15 mM b-NAD^+^, and 10 mM (NH_4_)_2_SO_4_ at 16 °C for 2 h. Finally, Illumina sequencing libraries were prepared using End-It DNA End Repair Kit (Epicentre, Madison, WI, USA) and Klenow Fragment (30/50 exo-) (New England Biolabs) for the ligation of Illumina sequencing adapters (Illumina-Index-AdapterA and 5’-phosphorylated Illumina-Index-AdapterB) using the Liga-Fast™ Rapid DNA Ligation System (Promega, Madison, WI, USA). Fragments between 150 and 300 bp were recovered after 2% agarose gel electrophoresis in order to remove adapter dimers by size selection (QIAquick Gel Extraction Kit, Qiagen). Nucleotide indexes to permit sample deconvolution were added to individual libraries using Phusion DNA polymerase (New England Biolabs) during 16 cycles of amplification. Samples were quantitated (Nanodrop, Thermo Scientific, Wilmington, DE, USA), mixed, and submitted for sequencing on a HiSeq 3000 instrument (Illumina Inc., San Diego, CA, USA) at Washington University GTAC to obtain single-end, 50-bp reads. After removal of mouse ribosomal RNA reads using a custom procedure, the remaining reads were aligned to the Illumina iGenomes GRCm38 Ensembl release of the mouse transcriptome using Tophat2 version 2.1.1^53^. An average of 5.2 × 10^6^ aligned reads were obtained per sequencing library and quantitated at the gene level using HTSeq version 0.9.1^54^. mRNAs were included in downstream analyses if present in at least three of four biological replicates in any experimental group (polyA control, polyA miR-106b, Ago2-IP control, and Ago2-IP miR-106b) at an abundance of at least 1 read per million. A total of 15,365 mRNAs were obtained from this filtering procedure. Pairwise comparisons between experimental groups were made using the robust dispersion modification of edgeR version 1.2.4^55^.

### Statitical analysis

Experiments were carried out in duplicate or triplicate. The number of samples in each experiment (*n*) refers to the number of distinct samples. Gaussian distribution of continuous variables was verified by Kolmogorov–Smirnov distance. Parametric data are expressed as the mean ± SEM and analyzed by two-sided *t* tests, paired or unpaired as appropriate, or by one-way ANOVA and Tukey’s post test for more than two groups. Nonparametric data are presented as the median and analyzed using the Mann–Whitney test. Differences were considered statistically significant if *P* ≤ 0.05. Statistical analysis was carried out using GraphPad Prism version 8.4.3.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

Noncoding RNA-profiling array data, as well as RNA sequences from JG cells and RISC sequence data have been deposited in the NCBI GEO repository with accession numbers GSE 155511 and GSE117704, respectively. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Macrophage secretion of miR-106b-5p causes renin-dependent hypertension
**Source:** Nat Commun. 2020 Sep 23;11:4798. doi: 10.1038/s41467-020-18538-x
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Macrophage Secretion of miR-106b-5p Causes Renin-Dependent Hypertension.** Unbiased miRNA expression analyses using media from KODMAC or control peritoneal macrophages (n=9/group) by Affymetrix GeneChip miRNA 4.0 microarrays by Washington University's Genome Technology Access Center. Post-processing of array signal data was performed with Partek Genomics Suite 6.6 (Partek, St Louis, MO).

How the deposited data were processed for this re-analysis (not part of the article)

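RNA of JG cells transfected with miR-106b or with a control was measured in 16 libraries, 4 for each combination of transfection and RNA kind. The RNA kinds are polyA RNA and RNA immunoprecipitated with Ago2 (Ago2-IP). The time after transfection is 48 h in the description of the libraries. Each library was assigned to its group by that description and by the name of its column in the count table. According to the authors, libraries were sequenced as single-end reads of 50 bases, reads of ribosomal RNA were removed, the rest was aligned to the GRCm38 mouse transcriptome with Tophat2 version 2.1.1, and reads were counted on genes with HTSeq version 0.9.1. The counts of the table, as deposited by the authors, are whole numbers per gene and library, with no normalization and no filter, for 46078 genes. The authors then used edgeR version 1.2.4, with a filter of at least 1 read scaled to library size in at least 3 of 4 replicates of any group. A filter in these words was applied here, which left 14897 genes, 13277 of them coding for protein, where the paper gives 15365.

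Counts were analysed in R 4.3.3 with edgeR version 4.0.16, limma version 3.58.1 and DESeq2 version 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Libraries were scaled by the TMM method. The polyA libraries (miR-106b against control) and the Ago2-IP libraries were each compared in a fit of their own with edgeR's quasi-likelihood F test with robust dispersion, two-sided, adjusted by Benjamini-Hochberg with a threshold of 0.05. The change of the Ago2:polyA ratio was tested in a fit of all 16 libraries as the interaction of RNA kind and transfection. Fitted log2 fold changes used a prior count of 0.125, and log2 CPM a prior count of 2. Single values per library were compared by exact permutation tests, over 70 relabellings for 4 against 4 libraries, with 0.0286 as the smallest two-sided p, or over 4900 relabellings of transfections within each RNA kind. Normalized CPM are counts scaled to library size after TMM within each RNA kind. CPM of marker genes, Gm10800 and Malat1 are scaled to library size only, and log2 ratios of Ago2-IP to polyA RNA used TMM over all 16 libraries. The replicate numbers did not pair libraries across groups, with correlations between -0.38 and 0.21, so that no pairing was used and a replicate block was an alternative only.

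Gene lists for the CREB family, CREB targets, PPAR targets, E2F targets, adenylate cyclases, interferon response and the genes the paper names for JG cells were fixed beforehand and tested with camera (preset correlation 0.01), with fry and an estimated correlation as alternatives. Marker lists of cardiac muscle (25 genes), endothelium and blood (15) and kidney (10) were written later, after values of single genes had been seen. Genes given by name are those that the paper names for JG cells and, among genes with an adjusted p under 0.05 and a mean of at least 5 CPM, the 5 with the largest rise and the 5 with the largest fall, where for polyA RNA every miR-106b library also had to lie on the same side of every control library. This mean used CPM scaled within each RNA kind for polyA RNA, and over all 16 libraries for the ratio. A single gene among these is not reported here. In polyA RNA 5709 genes had such separated groups, 38.3% of those tested, where chance gives 2.86%. Seed sites of miR-106b-5p were searched in the 3′UTRs of the mouse annotation of GENCODE release M21, taking the longest 3′UTR per gene, and were compared with 1000 other 7-mers present within 10 percent of the same number of 3′UTRs.

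The level of cardiac transcripts in a library was the median over the 25 cardiac genes of its CPM relative to the mean of the Ago2-IP control libraries. The change predicted from this level treats each polyA library as a mixture, with this share, of the mean Ago2-IP control profile and of a remainder, which was estimated from the polyA control libraries. Observed and predicted changes were compared on log2 CPM plus 1. In a further calculation the share was subtracted from each polyA library.

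The alternatives were DESeq2 size factors, scaling by library size only, TMM within each RNA kind, no filter on low counts, at least 10 counts in every library, a replicate block, DESeq2's Wald test, edgeR's likelihood ratio test with robust dispersion, all 16 libraries in 1 fit, other prior counts, other measures of spread, other definitions of a seed site, and leaving out each library in turn. The mean number of counts per library was 4416774.1. A gene with 0 counts in a library may have up to 3 counts in expectation, which is 0.317 CPM in the deepest and 1.16 CPM in the shallowest library. The tests were checked on simulated counts with the same depths, where 200 of 200 genes with a 3-fold change in polyA RNA were recovered with 13 false calls, and 183 of 200 genes with a 3-fold change of the ratio with 7 false calls. All simulated genes had the same spread, only genes with higher counts were changed, and no share of other RNA differed. This recovery therefore does not carry over to genes with few counts or to libraries that spread more. The mixture model was checked on simulated mixtures, where the largest error of a share was 0.0166. Reads were not aligned again, and small RNA, the human 3′UTRs, protein and RT-qPCR were not analysed here.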

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

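The tests of the level of cardiac transcripts given in this part were chosen only after the values of cardiac genes had been seen.

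Single libraries lay far from the other 3 of their group in 10 of 138 groups of 4 tested, where about 6.9 (1 in 20) arise by chance. In Ago2-IP control replicate 3, Ppargc1a was at 51.86 CPM (others 47.4 to 48.1) and Iqgap3 at 7.524 (others 13.4 to 14.5). In Ago2-IP miR-106b replicate 2, the interquartile range of the log2 ratio to polyA RNA was 0.9794 (others 1.03 each) and Creb1 was at 11.67 CPM (others 17.4 to 17.8). In polyA control replicate 4, Psat1 was at 52.37 CPM (others 83.9 to 84.6) and Slc28a2 at 4.539 (others 2.69 to 3.00). Slc28a2 was at 11.75 CPM in polyA miR-106b replicate 2 (others 5.55 to 6.61). Art4 was at 4.419 CPM in polyA control replicate 1 (others 2.62 to 2.72), Atad2 at 9.601 CPM in Ago2-IP miR-106b replicate 4 (others 5.80 to 6.42), and Kcnk12 at 0.2792 CPM, a single count, in Ago2-IP control replicate 2 (0 counts in the others). The library with the highest Slc28a2 in each polyA group is also the one with the highest level of cardiac transcripts, 0.303 among controls and 0.722 with miR-106b relative to Ago2-IP control. No technical explanation was tested for these single libraries, and no biological explanation was tested.

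Transcripts of cardiac muscle, which the paper does not discuss, were abundant in all libraries and differed between the polyA groups. The 25 genes of the cardiac list took 3.42% of counts (SD 0.535) in polyA control, 7.803% (SD 1.92) in polyA miR-106b, 13.35% (SD 0.408) in Ago2-IP control and 13.0% (SD 0.510) in Ago2-IP miR-106b libraries. Their most abundant members in polyA control, polyA miR-106b and Ago2-IP control were Myh6 (10020.0, 23170.0 and 39470.0 CPM), Mb (3339, 7714 and 13160.0) and Atp2a2 (3174, 6459 and 11380.0). All 25 were higher in polyA miR-106b at an adjusted p under 0.05 in edgeR's quasi-likelihood test, with log2 fold changes between 1.05 and 1.27 and a median of 1.23, and their median in Ago2-IP RNA was -0.03. All 15 genes of the list for endothelium and blood, led by Cdh5 (113, 269 and 440.4 CPM), rose with them by a median of 1.23 (1.09 to 1.37). Of the kidney list, 0 of 10 genes reached 5 CPM in Ago2-IP control, and Lrp2, its most abundant, was at 16.9 CPM in polyA control and 8.10 CPM in polyA miR-106b. The lists share no gene with each other. Fabp3 of the cardiac list is also among the PPAR targets, and Ren1 of the kidney list among the genes the paper names. Whether JG cells express the listed genes themselves cannot be told from these libraries, since they do not part RNA of JG cells from other RNA.

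Relative to Ago2-IP control, the level of cardiac transcripts was 0.255 (SD 0.0408, 0.213 to 0.303) in polyA control and 0.587 (SD 0.146, 0.415 to 0.722) in polyA miR-106b (exact permutation test, two-sided, p = 0.0286, the smallest possible), and 0.982 (SD 0.0402) in Ago2-IP miR-106b (exact p = 0.543). That cardiac transcripts are present only as a response to miR-106b is argued against by the control libraries, where no miR-106b was transfected and they took 13.35% of the Ago2-IP counts. That a response to miR-106b raised their level in polyA RNA is not excluded by this value and was not tested. RNA or reads from heart tissue remain a candidate source of them, since markers of muscle, endothelium and blood rose together. The number of counts on cardiac genes was between 203804 and 362461 in every polyA library, while all other counts were between 2554230 and 9188091. The reference for this level is the Ago2-IP control libraries themselves, so RNA of heart tissue and reads of Ago2-IP libraries counted in polyA libraries would look alike, and no test here parts them. That transfection with miR-106b changed the amount of RNA from JG cells themselves, and with it the share of any other source, is open and was not tested.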

How the results depend on the processing

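No test in this part was chosen after its result was seen, apart from the values of Creb5 and of 5 adenylate cyclases, which were added after they were seen. Every alternative was among those set at the start. The number of genes past the threshold in polyA RNA (6034) stayed within 1.5 times under all alternatives, between 5511 (replicate block) and 7326 (likelihood ratio test), and from 4123 (without polyA control replicate 2) to 6704 across the 8 fits that each left out 1 polyA library. The share of higher genes was 60.0%, 60.3% and 60.2% without polyA control replicates 1, 2 and 3. The share of higher genes was 47.0% with TMM, 45.3% with library size only, 54.5% with DESeq2 size factors and 61.4% with all 16 libraries in the fit, where the median of all genes was 0.07 against -0.05. The number for the Ago2:polyA ratio (4072) stayed between 3711 and 5179 under the alternatives, and between 3336 and 4809 with 1 library left out, and its share of higher genes was 27.9% with TMM, up to 46.3% under the alternatives, and between 24.0% (without polyA control replicate 2) and 36.6% (without polyA miR-106b replicate 2) with 1 library left out.

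In Ago2-IP RNA, 0 genes passed with TMM, with DESeq2 size factors, with library size only and with all 16 libraries in the fit. The number was 20 without a filter, 2 with at least 10 counts in every library, 1 with a replicate block, 2 with DESeq2's Wald test and 18 with the likelihood ratio test, and from 0 to 40 (without Ago2-IP miR-106b replicate 4) with 1 library left out. The cause was not tested.

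Genes with a ratio at least 2-fold higher (1207) numbered 9569 without a filter, which adds genes near 0 counts, 278 with at least 10 counts in every library, which tests fewer genes, and 401 where the adjusted p was also under 0.05. The other alternatives gave 935 to 1589, and leaving out 1 library 1059 to 1588. Genes with a ratio at least 2-fold lower (2292) numbered 5909 without a filter and 1344 with at least 10 counts in every library, and 1754 to 2525 with 1 library left out. The higher set lies nearer to the limit of depth than the lower set. The median over genes of the lowest group mean is 1.15 CPM in the higher set and 4.07 CPM in the lower set. The difference in interquartile range (-0.66) stayed between -0.72 and -0.46 under the alternatives and from -0.7491 to -0.585 with 1 library left out.

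For gene lists, the adjusted p of camera with an estimated correlation was 0.2543 for PPAR targets, E2F targets, adenylate cyclases and interferon response alike. The cause was not tested. All 4 calls held in the 8 fits without 1 library. The CREB family, not past the threshold, changed its direction in camera without polyA miR-106b replicate 3 (0.9487, with 0.6638 as the lowest adjusted p of camera over these fits). Its median log2 fold change, -0.02 with all polyA libraries, was positive in all 8 fits without 1 library, between 0.0109 and 0.0832. CREB targets changed direction in fry (adjusted p 0.6612) and without polyA miR-106b replicate 2 (0.8563), with 0.6441 to 0.9467 over the fits without 1 library. The seed site differences kept their sign and an exact p under 0.05 in all alternatives, between -0.0865 and -0.054 in polyA RNA and between 0.0506 and 0.0992 for the ratio. This exact p relabels libraries and does not set the seed match against other 7-mers. Of 1000 other 7-mers, 329 were at least as low in polyA RNA and 350 at least as high for the ratio.

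Among values of single genes, Mrpl32 in polyA RNA (-0.06) changed sign to 0.0069 with DESeq2 size factors, 0.0086 with DESeq2's Wald test, 0.0244 with the likelihood ratio test and 0.0627 with all 16 libraries in the fit, and lay from -0.1712 to 0.259 (without polyA control replicate 2) with 1 library left out. Its ratio change lay from -0.1343 (without polyA control replicate 2) to 0.2116 with 1 library left out. Of the 993 comparisons for 51 values of single genes, 937 gave the same call, 28 a weaker and 20 a stronger one, and 8, all of Mrpl32, another direction.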

Differences from the paper's values

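For Ppargc1a mRNA after miR-106b-5p transfection, the paper's RT-qPCR gives 65.36-fold of control on average (SD 12.76, n = 5, the paper's supplementary data), 72 h after transfection and normalized to Mrpl32. The polyA counts give 2.306-fold at 48 h. None of the alternatives set before the data were examined closed the gap, with folds between 2.10 and 2.70.

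For E2f1, the log2 ratio of Ago2-IP to polyA RNA with miR-106b is about -1.1 in Fig. 4b of the paper, read by eye, and -1.3248 here. Without polyA miR-106b replicate 1 it was -1.07, near the paper's position, for which no spread is given. It was -1.48 with library size only and between -1.53 and -1.29 in the other fits without 1 library, which did not close the gap.

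The paper counts E2f1 among the genes whose ratio rose at least 2-fold. Here its ratio change was 0.70 on the log2 scale, and no setting reached 1, the highest being 0.96 without polyA miR-106b replicate 1. The positions of E2f1 in Fig. 4b of the paper, read by eye, are about -1.9 in control and -1.1 with miR-106b. These are also less than 1 apart. Pde3b and Pde10a were at 1.02 and 1.12. The paper's number of genes with a ratio at least 2-fold higher is 1504, against 1207 here. Settings that came nearer to it include 1490 without Ago2-IP control replicate 4, 1539 under TMM within each RNA kind, 1588 without polyA miR-106b replicate 3 and 1589 with library size only. Its filter on low counts leaves 15365 mRNAs in the paper and 14897 genes here.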

Other observations

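The tests of the level of cardiac transcripts, of library size, and of seed matches after subtraction of that level were chosen only after the result was seen, and comparisons beyond the predicted change, with their simulated libraries, were added after the result of the subtraction. The other tests in this part were chosen beforehand.

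Of the 35 splits of the 8 polyA libraries into 4 and 4, 1, the real one, gave 6034 or more genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the others gave 0, with up to 3707 genes at an unadjusted p under 0.05. Of the 35 splits of the Ago2-IP libraries, the real one gave 0 genes, which every split must reach, so that count decides nothing. In the real split 827 genes had an unadjusted p under 0.05, and other splits had up to 1817. Another split, of Ago2-IP control replicates 1 to 3 with Ago2-IP miR-106b replicate 4 against the rest, gave 317 genes. Of 100 splits drawn with transfections relabelled within each RNA kind, 1 gave 4072 or more genes for the Ago2:polyA ratio. A split with the polyA libraries in their real groups and the Ago2-IP libraries relabelled gave 3814. For a ratio at least 2-fold higher, 2 of 100 splits gave 1207 genes or more, the other one with 1283 genes. In that split 0 genes passed the threshold of edgeR's test for the ratio, and 2165 had an unadjusted p under 0.05. Gm10800 lay between 225 and 15040.0 CPM and Malat1 between 1355 and 3462 CPM over the libraries. In Ago2-IP RNA, both followed the split that gave 317 genes. Gm10800 was at 225 to 1647 CPM in control replicates 1 to 3 and miR-106b replicate 4, against 7705 to 15040 in the rest. Malat1 was at 1516 to 1745 CPM in the former and at 2098 to 3462 CPM in the latter. The cause of this split was not tested.

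The changes in polyA RNA between transfections were compared with those predicted from the level of cardiac transcripts. Across 14856 genes, which are not independent replicates, observed and predicted changes had a Pearson correlation of 0.8746. In 100 simulated groups without any change the median correlation was 0.0389 and the largest 0.0562, and predictions from 2 control libraries tested against the other 2 gave 0.853 and 0.840. By miR-106b library the correlation was 0.537, 0.899, 0.769 and 0.820. Within groups, where transfection is the same, libraries with a higher level differed in the same direction, with correlations of 0.395 (2 of 24 orders of the level as large) in miR-106b and 0.336 (1 of 24) in control libraries. Of 1516 genes with a 2-fold change, 137 lay at least 2-fold from the prediction. A higher share of heart RNA or reads as the whole cause was tested by subtracting the share. Of 5788 genes with an own level over 30 CPM, 232 had a 2-fold change after subtraction, 111 of them also before it. In simulated mixtures, 17 of 5588 unchanged genes had a 2-fold change after subtraction. Whether these mixtures spread as much as the real polyA miR-106b libraries was not tested, so the comparison does not decide this. A higher share is a candidate explanation for most of the variance across genes, of which 24.1% was left after the prediction. Library size, lower in polyA miR-106b, is argued against, since 90.16% of genes with a 2-fold change kept it when all polyA libraries were thinned to 2815272 counts. Response to miR-106b and the share of other RNA stay open side by side.

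For the Ago2:polyA ratio, a higher share of heart RNA or reads in polyA miR-106b libraries is a candidate explanation for genes with a lower ratio. Whether it is their whole cause is not decided, and it is argued against as the whole cause of the genes with a higher ratio. Libraries in which only this share differed were simulated 100 times, with the spread of each gene taken from the real libraries. Among genes with a mean of at least 5 CPM, scaled to library size, 745 were at least 2-fold higher, where the simulations gave 280 at most, and 208 of them stayed so beyond the prediction, where the simulations gave 16 to 42. At least 2-fold lower were 893, more than in any simulation (710 to 808), and 7 of them stayed so (6 to 23 simulated). Whether or not they were lower before, 18 genes were at least 2-fold lower beyond the prediction, fewer than in any simulation (22 to 49). Since these counts lie outside the simulations on opposite sides, they do not decide whether the share is the whole cause of the lower set. Counts after subtraction or beyond the prediction on the scale of the fit have no such comparison and do not decide this. Of the 1207 genes with a higher ratio in the fit, 893 were at least 2-fold higher on the measure used for subtraction, 487 after subtraction and 470 both before and after. Beyond the prediction, 609 of the 1207 stayed at least 2-fold higher, 101 of 472 among those with a mean of at least 5 CPM. Of the 2292 genes with a lower ratio, 1503 were at least 2-fold lower before subtraction, 734 after it and 560 both before and after. Beyond the prediction, 476 of the 2292 stayed so, 58 of 1528 among those with a mean of at least 5 CPM. A narrower Ago2-IP profile with miR-106b, as from a less selective immunoprecipitation, is argued against, since the interquartile range differed by 0.0308 when both groups were set against the same polyA control libraries. The change of the ratio followed the ratio in control libraries, with a Spearman correlation across genes, which are not independent replicates, of -0.75 and -0.73 when the control ratio came from replicates 1 and 2, or 3 and 4, and the change used the other control replicates. With this trend removed, 385 of 1003 and 695 of 1545 genes at least 2-fold higher stayed so, and the genes at least 2-fold lower numbered 335 instead of 1707 and 331 instead of 2097. GC content and transcript length as the whole cause are argued against, since 1052 of 1200 genes kept a ratio at least 2-fold higher after both trends were removed. Seed matches as the whole cause are argued against, since 133 of 840 genes with a higher ratio and a 3′UTR carry a match, 15.8% against 14.7% among the others, a difference that 322 of 1000 other 7-mers reached. A part through seed matches stays open.

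Among the gene lists, the E2F targets fell in polyA RNA by a median of -1.58 on log2 CPM plus 1, and by -0.9153 beyond the prediction, which argues against the share of heart RNA as the whole cause. By miR-106b library this remainder was -1.66, -0.35, -0.38 and -1.04, against -0.28 to 0.14 in controls (exact permutation test, two-sided, p = 0.0286, or 0.1 adjusted over 7 lists), lower in 4 of 4 libraries. A lower share of dividing cells, an effect of fewer E2F1 transcripts or other effects of transfection stay open and were not tested. The rise of the other lists may come from that share, since the largest median change beyond the prediction among PPAR targets (0.95 observed, 0.03 beyond), adenylate cyclases (0.57 and -0.03) and interferon response (0.68 and 0.0391) was 0.0391 in size. Interferon response genes had 9 of 15 past the threshold of edgeR's quasi-likelihood test, all higher, or 10 adjusted over the list alone (adjusted p = 0.000114, camera). Beyond the prediction, the median was 0.12 for the CREB family, 0.01 for CREB targets and -0.08 for the genes the paper names.

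For Ppargc1a, the observed rise lay 0.0362 from the predicted one (exact permutation test, p = 0.886), so that the share of heart RNA or reads may account for it. A response of Ppargc1a to miR-106b of the size that the share leaves room for is not excluded. For E2f1, Pde3b and Pde10a the observed fall was lower than predicted by -0.29, -0.52 and -0.39 (exact p 0.286, 0.0571 and 0.0857), with a median of -0.3888, and a fall through the share alone and a fall of the genes themselves cannot be told apart with 4 libraries per group. Across genes with a seed match of miR-106b-5p, the difference in medians was -0.02 after subtraction, as low for 171 of 1000 other 7-mers, and of the same size beyond the prediction, as low for 300. The direction is that of repression, but neither value lies outside those of other 7-mers, so repression through the match stays open.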
